# Distinct elongation stalls during translation are linked with distinct pathways for mRNA degradation

**DOI:** 10.7554/eLife.76038

**Published:** 2022-07-27

**Authors:** Anthony J Veltri, Karole N D'Orazio, Laura N Lessen, Raphael Loll-Krippleber, Grant W Brown, Rachel Green

**Keywords:** no-go decay, codon-optimality-mediated decay, SYH1, quality control, translation, mRNA decay, *S. cerevisiae*

## Abstract

Key protein adapters couple translation to mRNA decay on specific classes of problematic mRNAs in eukaryotes. Slow decoding on non-optimal codons leads to codon-optimality-mediated decay (COMD) and prolonged arrest at stall sites leads to no-go decay (NGD). The identities of the decay factors underlying these processes and the mechanisms by which they respond to translational distress remain open areas of investigation. We use carefully designed reporter mRNAs to perform genetic screens and functional assays in *Saccharomyces cerevisiae*. We characterize the roles of Hel2, Syh1, and Smy2 in coordinating translational repression and mRNA decay on NGD reporter mRNAs, finding that Syh1 and, to a lesser extent its paralog Smy2, act in a distinct pathway from Hel2. This Syh1/Smy2-mediated pathway acts as a redundant, compensatory pathway to elicit NGD when Hel2-dependent NGD is impaired. Importantly, we observe that these NGD factors are not involved in the degradation of mRNAs enriched in non-optimal codons. Further, we establish that a key factor previously implicated in COMD, Not5, contributes modestly to the degradation of an NGD-targeted mRNA. Finally, we use ribosome profiling to reveal distinct ribosomal states associated with each reporter mRNA that readily rationalize the contributions of NGD and COMD factors to degradation of these reporters. Taken together, these results provide new insight into the role of Syh1 and Smy2 in NGD and into the ribosomal states that correlate with the activation of distinct pathways targeting mRNAs for degradation in yeast.

## Introduction

Translation of mRNAs to produce proteins is a fundamental cellular process that supports the cell’s ability to carry out the basic enzymatic reactions needed for life. To prevent errors that arise during this complex process from compromising cellular metabolism, specialized molecular pathways have evolved to recognize and regulate problematic translation events (D’Orazio and Green, 2021a; Inada, 2017; Yan and Zaher, 2019). These mechanisms are coupled to RNA decay pathways that target problematic mRNAs and prevent continuing diversion of ribosomes toward unproductive translation. The set of factors involved in this crucial recognition of problems that arise during translation elongation and the mechanisms by which they exert their downstream effects on mRNA stability remain only partially characterized.

General mRNA decay in yeast is catalyzed primarily by mRNA decapping and 5’ to 3’ exonucleolytic degradation by Xrn1, while the 3’ to 5’ exonuclease (the exosome) is thought to play a role only under certain circumstances (Muhlrad et al., 1994). Recent foundational work in yeast, and subsequently in zebrafish and mammals, discovered that mRNA stability is correlated with its codon usage (Presnyak et al., 2015; Mishima and Tomari, 2016; Wu et al., 2019a): mRNAs enriched in non-optimal codons have short half-lives and are rapidly degraded by the cytoplasmic Ccr4-Not deadenylation complex and the decapping activator Dhh1 (Radhakrishnan et al., 2016; Webster et al., 2018; Sweet et al., 2012). Recent biochemical and structural evidence supports a model in which suboptimal codons in the ribosomal A site slow down translation elongation, allowing deacylated tRNA to diffuse away from the E site and enabling the critical adaptor protein Not5 to bind. Not5 binding in the vacant ribosomal E sites can recruit the Ccr4-Not complex to promote mRNA deadenylation, decapping, and decay (Buschauer et al., 2020). These observations provide molecular insight into codon-optimality-mediated decay (COMD) and support for the idea that this pathway represents an important determinant of general cellular mRNA half-lives.

In contrast to the normal slowing of translation that occurs transiently as ribosomes decode less optimal codons, the cell also possesses quality-control machinery to resolve more deleterious ribosomal stalls that can arise from chemical damage in the mRNA (truncation, depurination, nucleobase dimers, oxidative damage, etc.), difficult to unwind secondary structure, or incorrect nuclear mRNA processing events (D’Orazio and Green, 2021a). Adjacent pairs of specific rare codons can mimic these events and induce strong inhibition of translation elongation and associated mRNA decay in *Saccharomyces cerevisiae* (Gamble et al., 2016). For example, consecutive CGA codons induce terminal stalls and have been routinely included in reporter mRNAs to trigger an mRNA surveillance pathway referred to as no-go decay (NGD) (Tsuboi et al., 2012; Letzring et al., 2013; Tesina et al., 2020). On these problematic mRNAs, ribosomes stall on the CGA codons, leading to ribosomal collisions that promote small-subunit protein ubiquitination by the E3 ligase Hel2 (mammalian ZNF598) (Juszkiewicz et al., 2018, Matsuo et al., 2017, Saito et al., 2015, Sundaramoorthy et al., 2017), ribosomal clearance by the helicase Slh1 and ribosome quality control trigger (RQT) complex (Ikeuchi et al., 2018), and nascent peptide decay by the ribosome quality control (RQC) complex (Brandman et al., 2012). The accumulation of colliding ribosomes is thought to trigger decapping and Xrn1-mediated mRNA degradation, although the specific molecular players and interactions responsible for triggering this decay remain poorly defined (D’Orazio et al., 2019; Simms et al., 2018). Additionally, under conditions where the ribosome rescue machinery is compromised or overwhelmed, cleavage of reporter mRNAs by the endonuclease Cue2 and Dom34-mediated rescue provides an alternate route for mRNA degradation and ribosome rescue (Doma and Parker, 2006; D’Orazio et al., 2019; Glover et al., 2020). NGD, as a ‘quality control’ pathway, is thought to minimize the detrimental effects from damaged or problematic mRNAs in the cell and to reduce the overall impact of proteotoxic stress (Brandman et al., 2012; Ishimura et al., 2014; Martin et al., 2020).

Although NGD and COMD can be triggered by seemingly similar mRNA sequences to converge on Xrn1-mediated exonucleolytic decay of mRNAs (Pelechano et al., 2015), the extent to which these processes overlap in specificity and activity remains unclear, as do their complete sets of accessory factors. Moreover, the molecular states of the ribosome which define and activate these pathways have not been systematically compared. In this study, we address these questions through genetic screening and functional assays in the yeast *S. cerevisiae*. We use reporter mRNAs designed to trigger NGD or COMD and perform reporter-synthetic genetic array (R-SGA) screens to identify factors critical to these separate mRNA decay pathways. Importantly, we identify a critical role for Syh1 as a strong effector for decay of mRNAs with terminal stalls. We use flow cytometry and northern blotting combined with genetic perturbations to reveal the contributions of other NGD factors and COMD factors to translational repression and decay of the reporter mRNAs. Finally, we use ribosome profiling of NGD and COMD reporters to isolate the activities of the major players in these pathways and connect these activities to the molecular states of elongating ribosomes. These data provide a basis for understanding the unique contributions of each of these pathways to translation-coupled mRNA decay and contextualizes their effects in the larger cellular process of translation surveillance.

## Results

### A genetic screen identifies NGD factors in yeast

To identify protein factors that contribute to NGD, we developed reporter constructs with well-defined sequence features designed to trigger ribosome stalling and associated quality control. Reporter mRNAs were under the control of the inducible, bidirectional *GAL1-10* promoter and encoded GFP followed by either a fully codon-optimized yeast *HIS3* gene (termed GFP-OPT) or *HIS3* interrupted by 12 repeats of the highly non-optimal CGA codon (termed GFP-CGA; Figure 1A). This repeat sequence has been shown to trigger NGD in *S. cerevisiae* by causing strong stalling of ribosomal elongation (due to overall low abundance of tRNA^Arg(ICG)^ compounded by inefficient decoding by the I:U wobble interaction) and ensuing ribosome collisions (Letzring et al., 2010; Tesina et al., 2020). A viral P2A sequence (Brown and Ryan, 2010; Sharma et al., 2012) was inserted between the GFP and *HIS3* open reading frames to decouple GFP levels from the protein decay induced by RQC factors in response to ribosome pausing on CGA codons. Importantly, knockout of *LTN1*, the major E3 ligase responsible for nascent peptide degradation by the RQC complex, did not increase the GFP/RFP ratio for our reporter (Figure 1—figure supplement 1A), demonstrating that nascent peptide decay does not impact the levels of GFP protein. As a result, for this construct, GFP levels serve as a proxy for reporter mRNA levels and translation initiation rates, allowing us to follow these activities in individual cells by flow cytometry. An RFP mRNA is produced from the same *GAL1-10* promoter in the reverse direction, allowing RFP fluorescence to be used to normalize for average transcription and metabolic changes within individual cells.

**Figure 1.**
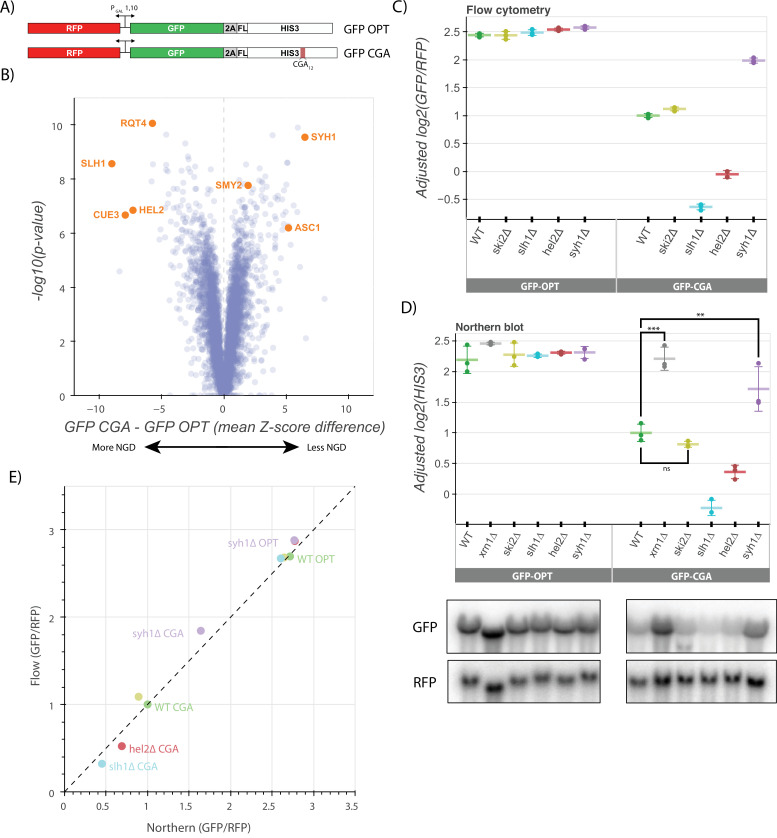
A genetic screen reveals factors that alter levels of an NGD reporter. (**A**) Diagrams of GFP-OPT and GFP-CGA reporters. Reporters are expressed from a bidirectional GAL promoter. GFP is separated from the HIS3 ORF by a P2A ‘StopGo’ sequence. The GFP-CGA reporter contains an insert of twelve CGA codons as a stalling sequence. (**B**) Volcano plot of data from the R-SGA screen. p-Values were calculated from a Fisher’s t-test based on per plate GFP/RFP Z-score differences between the GFP-CGA and GFP-OPT screens. Positive Z-score differences indicate an increase of the GFP-CGA reporter relative to the GFP-OPT reporter and vice versa. Selected genes are labeled. (**C**) Flow cytometry analysis of GFP-OPT and GFP-CGA protein fluorescence reporter levels normalized to RFP fluorescence in several genetic backgrounds. All log2(GFP/RFP) levels are adjusted by normalizing to the mean of WT CGA and three replicates are plotted for each strain. Error bars indicate standard deviation. (**D**) Northern blot analysis of GFP-OPT and GFP-CGA GFP mRNA reporter levels quantified by probe hybridization and autoradiography. Three replicates are plotted for each background. All GFP values were fit to a linear mixed model to adjust plotted values for batch and loading effects and levels were normalized to the mean level of WT CGA. Tukey’s honest significant difference test was performed and selected significance indicators are shown. *** indicates p-value <0.001, ** indicates p-vaue <0.01, ns indicates p-value >0.05. Error bars indicate standard deviation. Representative images of the northern blots for one replicate set are shown. (**E**) The unadjusted reporter levels from the experiments in panels C and D were normalized to RFP and further normalized to the mean WT CGA levels to allow comparison between flow cytometry and northern blot results. Figure 1—source data 1.Raw and labeled northern blot source images for Figure 1D. Figure 1—source data 2.Raw and labeled northern blot source images for Figure 1C.

**Figure 1—figure supplement 1.**
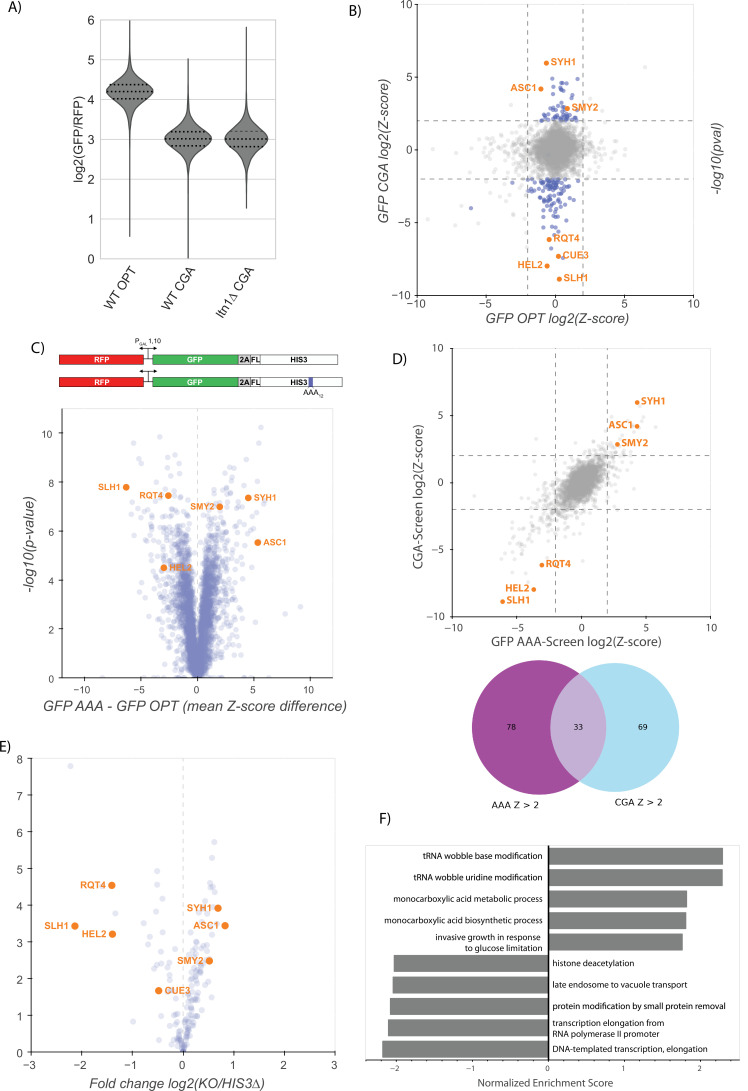
Analysis of R-SGA screens and reporters. (**A**) Flow cytometry analysis of GFP-OPT and GFP-CGA GFP protein fluorescence reporter levels normalized to RFP fluorescence in WT and ltn1∆ strains. Distributions represent log2(GFP/RFP) ratios of individual cells. (**B**) Normalized Z-scores based on data from Figure 1B plotted as per-plate z-scores for each gene in the GFP-OPT and GFP-CGA screens. Genes colored blue (–2>GFP CGA Z-score >2 and –2<GFP OPT Z-score <2) were selected for follow-up validation. Several known NGD factors are highlighted. (**C**) Gene diagrams comparing the GFP-OPT and GFP-AAA reporters. Similar to the GFP-CGA reporter, a stretch of twelve AAA codons were inserted into the HIS3 ORF. Screening data comparing the GFP-OPT and GFP-AAA screens are plotted as in Figure 1B. Several known NGD factors are highlighted. (**D**) Normalized Z-scores based on data from Figure 1—figure supplement 1C from the GFP-AAA and GFP-CGA screens plotted against each other as in B to emphasize similarity between data from these screens. A Venn diagram shows the overlap between the genes with a Z-score greater than 2 in the GFP-CGA and GFP-AAA screens. Full table of overlaps is available in Supplementary file 1. (**E**) Volcano plot of flow cytometry screen validation with reporters freshly reinserted into knockout collection strains. Fold changes were calculated relative to WT his3∆ knockout lines and p-values were obtained from a Fisher’s t-test. Several genes are highlighted. (**F**) Ranked gene-set enrichment analysis for GO terms was performed. Top enriched GO terms from the GO Biological Process annotations were plotted. Positive enrichment scores indicate enrichment among GFP-CGA screen hits with positive Z-scores (i.e. knockouts causing increased GFP-CGA reporter levels) and vice versa for negative enrichment scores. Figure 1—figure supplement 1—source data 1.Flow cytometry source data for Figure 1—figure supplement 1A.

We performed a reporter-synthetic genetic array (R-SGA) screen (Fillingham et al., 2009) by introducing the GFP-OPT and GFP-CGA reporters into the 5,377 yeast strains contained in the Yeast Knockout Collection (Giaever et al., 2002). A total of 4222 deletion strains were successfully grown and tested with fluorimetry. We obtained GFP and RFP data for each deletion strain with these two reporters and calculated Z-scores of the GFP/RFP ratio for every strain on a per-plate basis, allowing comparison between the GFP-CGA screen and the previously published GFP-OPT screen (Figure 1B, Figure 1—figure supplement 1B; D’Orazio et al., 2021b). To identify genes contributing to NGD, we focused on knockout strains in which normalized GFP GFP-CGA reporter levels were significantly increased or decreased relative to our normalized GFP-OPT reporter levels (Supplementary file 1, Figure 1B, Figure 1—figure supplement 1B). Among the strongest hits from the screen were known NGD factors including *HEL2* and members of the RQT complex (*SLH1*, *CUE3*, and *RQT4*), all of which exhibited substantially decreased GFP reporter fluorescence compared to the wild-type control. This suggests that loss of these factors causes increased decay of the reporter mRNA. While initially counterintuitive, the observed modest decrease in mRNA levels suggests that decay can also be elicited by additional factors independent of Hel2 and the RQT complex, and that ribosome accumulation could increase the efficiency of this alternative pathway. These ideas were discussed in a recent review (D’Orazio et al., 2021b). To identify other potential factors, we looked among the strongest hits that increased GFP-CGA reporter levels and identified the ribosomal protein gene *ASC1* and the genes *SYH1* and *SMY2*, homologs of the mammalian NGD factors GIGYF1/2 which were previously reported to impact GFP-CGA reporter levels in yeast (Hickey et al., 2020). We also performed a similar R-SGA screen using a reporter identical to the GFP-CGA reporter, except with the CGA_12_ repeat replaced by AAA_12_; results from this screen showed broad overlap with the GFP-CGA reporter screen (Figure 1—figure supplement 1C-D) as anticipated based on the related stalling mechanisms of these sequences (Tesina et al., 2020; Koutmou et al., 2015).

Of the GFP-CGA reporter strains tested in the original screen, we selected 170 with the strongest increases or decreases in GFP levels (an absolute value of GFP-CGA Z-score greater than 2 and an absolute value of GFP-OPT Z-score less than 2) and individually validated them by flow cytometry to determine which backgrounds affected GFP-CGA reporter levels. As in the initial screen, *HEL2*, *SLH1,* and *RQT4* as well as *SYH1* and *SMY2* (Supplementary file 2, Figure 1—figure supplement 1E) strongly impacted GFP levels, validating our screen results and providing confidence for further mechanistic analysis. Of the 170 validated strains, 18 had statistically significant alterations in GFP-CGA reporter levels in our validation assay (Supplementary file 3), allowing them to be considered high-confidence hits. Based on manual inspection of gene annotations, these genes fell broadly into 4 categories: ubiquitin metabolism (*UBC4*, *DOA1*, *HUL5*, *SGF73*), tRNA modification (*NCS6*, *YNL120C*, *ELP6*), mitochondrial proteins (*MMR1*, *HMI1*, *SWS2*, *LPD1*), and known RNA decay factors and their homologs (*RQT4*, *EST1*, *SYH1*). A gene set enrichment analysis (GSEA) provides an analysis of these significant hits (Supplementary file 4, Figure 1—figure supplement 1F).

### Functional assays capture effects of NGD factors

To further explore the hits from our genome-wide screen, we deleted genes of interest de novo to verify the observed effects in a clean knockout background where we could further explore the mechanism of repression for the GFP-CGA reporter. We integrated the GFP-OPT and GFP-CGA reporters at the *ADE2* locus in yeast strains with deletions of *SYH1* and other factors including *HEL2*, *SLH1*, *SKI2,* and *XRN1*. While our screen identified two homologs of mammalian GIGYF1/2, our earlier studies had shown that stronger effects were associated with deletion of *SYH1* than with *SMY2* (Hickey et al., 2020); therefore for simplicity, we focused here on the *SYH1* deletion strain. In flow cytometry experiments, we found that the GFP/RFP fluorescence ratios for the GFP-OPT reporter were not strongly affected by deletion of *HEL2*, *SLH1*, *SKI2,* or *SYH1* (Figure 1C). In the wild-type strain, GFP-CGA reporter levels were reduced ~threefold in comparison to GFP-OPT as expected for a reporter subject to active NGD. Consistent with the screen results, GFP-CGA reporter levels were further reduced by about twofold in the *slh1∆* and *hel2∆* strains, while the GFP-CGA reporter levels were increased by ~1.7-fold in the *syh1∆* strain (Figure 1C); in contrast, knockout of the *SKI2* gene had no effect on GFP-CGA reporter levels.

We next looked directly at mRNA levels in these strains using northern blotting to ask whether GFP levels reflect the mRNA levels. As seen in the flow cytometry assay, GFP-OPT mRNA reporter levels were unaltered across all the deletions strains and the GFP-CGA mRNA reporter level was reduced relative to the GFP-OPT mRNA reporter level in the wild-type strain (Figure 1D; Statistical significance for pairwise comparisons in all figures is calculated in Supplementary file 5). In agreement with the flow cytometry data and previous literature, *ski2∆* had no effect on GFP-CGA reporter levels, whereas *xrn1∆* strongly rescued reporter levels (D’Orazio et al., 2019; Simms et al., 2018). These results are consistent with the long established importance of Xrn1 in general mRNA decay (Muhlrad et al., 1994) and its critical role in NGD (D’Orazio et al., 2019). Other patterns observed in the flow cytometry data were recapitulated here as well: reporter levels were decreased to a similar extent in the *hel2∆* and *slh1∆* strains as in flow cytometry and *syh1∆* significantly rescued mRNA reporter levels. The overall correlation between the flow data and the northern data for the GFP-CGA and the GFP-OPT reporters provided strong support for their use in an exploration of NGD (Figure 1E). This focused analysis of protein and RNA reporter levels in these different strains validates results from the initial screen and indicates that the GFP-CGA reporter is being strongly regulated by canonical NGD machinery.

### Syh1 comprises an additional NGD pathway in yeast

Since screens in this study and our previous work (D’Orazio et al., 2019) implicated *HEL2*, *CUE2*, and *SLH1* in altering GFP-CGA reporter levels, we asked how knockouts of these factors would alter the reporter mRNA levels in an *syh1∆* background to get some information about epistasis. Importantly, our previous work and others have demonstrated that the endonuclease activity of Cue2 is dependent on Hel2 (D’Orazio et al., 2019; Ikeuchi et al., 2019), enabling the inactivation of endonucleolytic NGD either by knockout of *CUE2* directly, or by knockout of *HEL2*. In order to compare more systematically the effects of these knockouts, we turned to a simpler set of reporters expressed from plasmids and containing problematic sequences within the *HIS3* gene but lacking the upstream GFP ORF and the P2A sequence (Figure 2A). The P2A sequence, in particular, has been shown to induce ribosome collisions during translation thus occasionally confounding interpretations (C. C.-C. Wu et al., 2020). The minOPT reporter is a codon optimized N-terminally FLAG-tagged *HIS3* sequence expressed under a *GAL* promoter; the minCGA reporter is identical to the minOPT reporter except it includes twelve CGA repeats in the same codon position within *HIS3* as in the GFP-CGA reporter used in screening.

**Figure 2.**
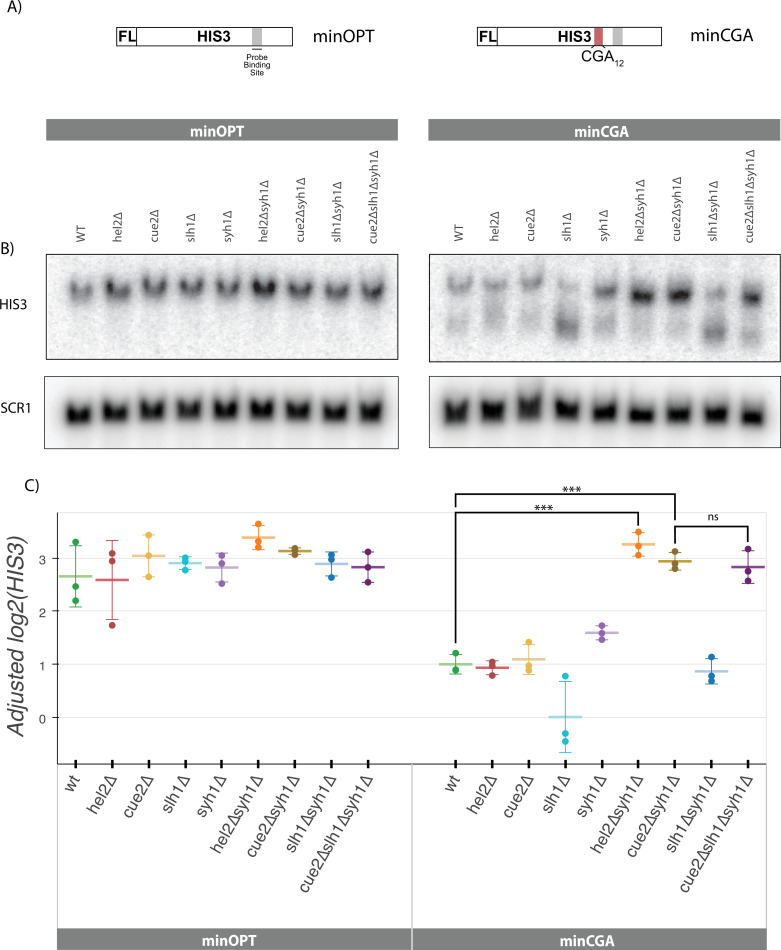
Syh1 is a critical mRNA decay factor for an NGD reporter. (**A**) Diagrams of minOPT and minCGA reporters. Reporters are expressed from a GAL promoter and contain only a FLAG tag (FL) and HIS3 ORF. The minOPT reporter contains a fully-optimized ORF, the minCGA reporter contains a CGA_12_ stalling sequence within the ORF as indicated by red shading. (**B**) Autoradiograph of northern blot of one representative replicate set of reporter mRNA levels for strains and probes as indicated. (**C**) Northern blot quantification of minOPT and minCGA HIS3 mRNA reporter levels quantified by probe hybridization and autoradiography in yeast strains containing various NGD factor knockouts. Three replicates are plotted. All HIS3 values were fit to a linear mixed model to adjust plotted values for batch and loading effects and levels were normalized to the mean level of WT minCGA. Tukey’s honest significant difference test was performed and selected significance indicators are shown. *** indicates p-value <0.001, ns indicates p-value >0.05. Error bars indicate standard deviation. Figure 2—source data 1.Raw and labeled northern blot source images and flow cytometry data for Figure 2—figure supplement 1. Figure 2—source data 2.Raw and labeled northern blot source images for Figure 2B,C and Figure 2—figure supplement 1A.

**Figure 2—figure supplement 1.**
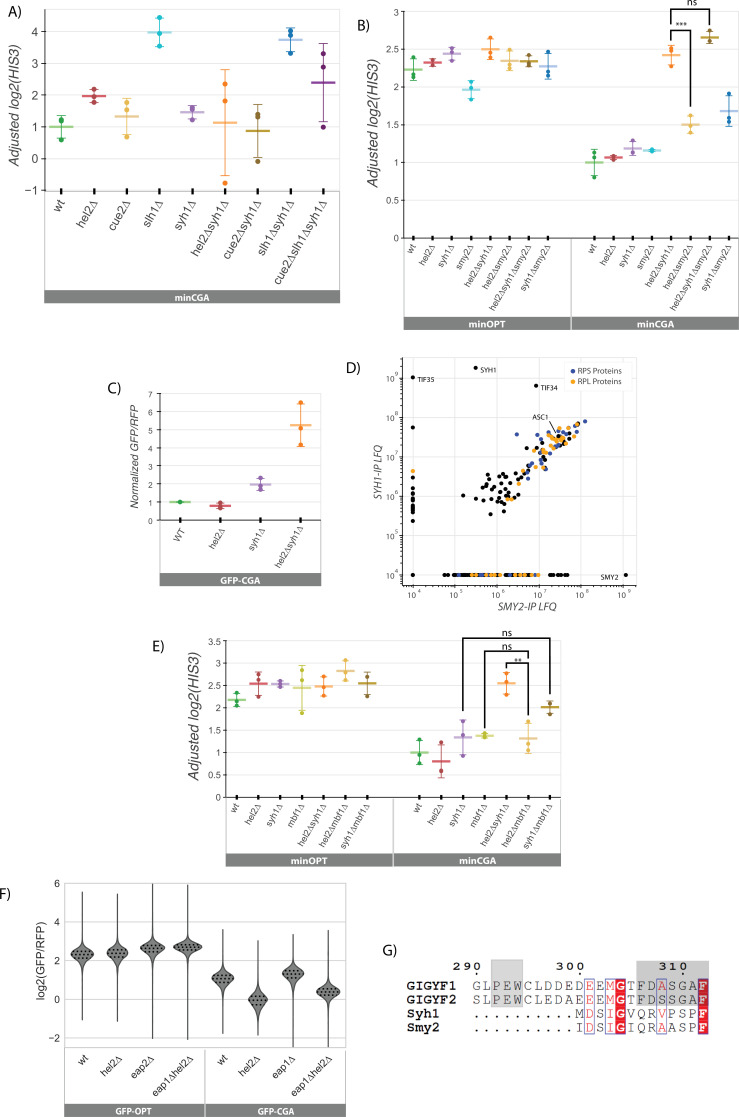
Analysis of factors affecting NGD. (**A**) Quantifications of the 3’ fragment of the minCGA reporter measured by autoradiographic northern blot as in Figure 2C. Means from three biological replicates are plotted. Plotted data were adjusted for batch and loading effects using the fitted model from Figure 2C and levels are normalized to the mean level of WT minCGA. (**B**) Northern blot quantification of minOPT and minCGA HIS3 mRNA reporter levels quantified by probe hybridization and autoradiography in yeast strains containing various NGD factor knockouts. Three replicates are plotted. All HIS3 values were fit to a linear mixed model to adjust plotted data for batch and loading effects and levels are normalized to the mean level of WT minCGA. Tukey’s honest significant difference test was performed and selected significance indicators are shown. *** indicates p-value <0.001, ns indicates p-value >0.05. Error bars indicate standard deviation. (**C**) Quantifications of the full-length GFP-CGA reporter normalized to RFP mRNA levels measured by autoradiographic northern blot as in Figure 1D. Error bars indicate standard deviation. (**D**) Affinity purification-mass spectrometry of Syh1-TAP and Smy2-TAP. LFQ values were calculated using MaxQuant software. Ribosomal (RPS and RPL) proteins are colored orange and blue. (**E**) Northern blot quantification of minOPT and minCGA HIS3 mRNA reporter levels quantified by probe hybridization and autoradiography in yeast strains containing various NGD factor knockouts. Three replicates are plotted. All HIS3 values were fit to a linear mixed model to adjust plotted data for batch and loading effects and levels are normalized to the mean level of WT HIS3. Tukey’s honest significant difference test was performed and selected significance indicators are shown. ** indicates p-vaue <0.01, ns indicates p-value >0.05. Error bars indicate standard deviation. (**F**) Flow cytometry analysis in several strains including eap1∆ of GFP-OPT and GFP-CGA protein fluorescence reporter levels normalized to RFP fluorescence. Distributions represent log_2_(GFP/RFP) ratios of individual cells. (**G**) Protein multiple sequence alignment produced by structure-aware alignment with T-Coffee Expresso (Notredame et al., 2000). Output diagram was generated by ESPript 3.0 (Robert and Gouet, 2014). The GIGYF1/2 conserved binding motif regions from Weber et al., 2020 are indicated by gray shading.

To recapitulate our previous findings with the new minCGA stalling reporter, we used northern blotting to assess the steady-state levels of the reporter mRNA (Figure 2B–C). Although the *hel2∆* strain decreases GFP-CGA reporter levels, it does not have the same effect on minCGA reporter levels; this discrepancy may arise from ribosome-stalling effects arising from the P2A sequence or from differences in levels of expression and ribosome loading. Importantly, although the loss of *CUE2* alone has little effect on the minCGA reporter, the deletion of *SLH1* results in a decrease in the amount of full-length mRNA and a corresponding accumulation of a 3’ reporter fragment (Figure 2B, *HIS3* probe bottom band; Figure 2C, Figure 2—figure supplement 1A): these observations are wholly consistent with our previous studies that established that NGD proceeds through Xrn1 under normal circumstances, whereas the endonuclease Cue2 plays a more important role in the absence of *SLH1* (D’Orazio et al., 2019). In this paradigm, Cue2 acts as a failsafe that only cleaves mRNAs when stalled ribosomes accumulate in the *SLH1* deletion background. In order to investigate the effect of *SYH1* deletion on the minCGA reporter, we assessed reporter levels in an *syh1∆* strain as well as a strains deleted for the *SYH1* paralog *SMY2*. While neither knockout individually rescued reporter levels to a statistically significant threshold, combining these knockouts did significantly increase minCGA levels over WT (Figure 2—figure supplement 1B). These observations of the role of Syh1 and Smy2 in decay are consistent with previous observations for the GFP-CGA reporter (Hickey et al., 2020) and suggest some functional overlap between Syh1 and its paralog Smy2.

To further probe the role of Syh1, we created double knockout strains with *syh1Δ* and other relevant factors and then performed northern blot analysis to follow the levels of the minCGA reporter mRNA. Strikingly, we observe that the *hel2Δsyh1Δ* strain shows a complete rescue of the minCGA mRNA to the levels of the minOPT reporter (Figure 2C); a similar strong rescue was seen with the GFP-CGA reporter (Figure 2—figure supplement 1C). Interestingly, the strong rescue phenotype observed in the *hel2∆syh1∆* strain is not recapitulated in the *hel2∆smy2∆* strain, though there is a small additional effect of *SMY2* deletion in all backgrounds (Figure 2—figure supplement 1B). We also observed significantly higher levels of minCGA reporter mRNA levels in the *cue2Δsyh1Δ* background, arguing that Cue2 cleavage (which requires Hel2 activity) is responsible for degrading mRNA in the absence of Syh1. Deletion of *SLH1* had little to no additive effect in the *cue2Δsyh1Δ* strain. These results suggest that Syh1-dependent (and to some extent Smy2-dependent) decay is a parallel pathway that contributes to NGD but that Cue2 plays a major compensatory role in decay when Slh1 or Syh1 activity is impaired.

### Syh1 is recruited to ribosome collisions in yeast by a mechanism distinct from its mammalian homolog

Several recent studies argued that mammalian GIGYF2 is recruited to collided ribosomes by the factor EDF1 (Sinha et al., 2020; Juszkiewicz et al., 2020). *S. cerevisiae* has a homolog of EDF1 known as Mbf1, a protein previously implicated in ribosome-mediated quality control pathways (Hendrick et al., 2001; Wang et al., 2018) that has been shown to interact with collided ribosomes in vitro (Sinha et al., 2020; Pochopien et al., 2021). Using tagged Syh1-TAP and Smy2-TAP, we performed affinity purification-mass spectrometry (AP-MS) to search for binding interactions that could help explain the mechanism of action of Syh1/Smy2. While our AP-MS data show strong enrichment of small and large subunit ribosomal proteins as well as components of the eIF3 complex, indicating a connection to translation, Mbf1 was not identified as bound to Syh1-TAP or Smy2-TAP (Figure 2—figure supplement 1D; Supplementary file 6).

To more systematically explore connections to *MBF1*, we looked at minCGA reporter levels in *MBF1* knockout strains. If Syh1 is recruited to ribosome collisions solely by Mbf1, we would expect to observe identical reporter levels in *MBF1* and *SYH1* deletion strains; our data initially supported this idea, with similar modest increases in minCGA reporter levels in both the *mbf1∆* and *syh1∆* strains (Figure 2—figure supplement 1E). However, we also wished to test whether the strong increase observed in the *hel2∆syh1∆* strain was recapitulated in the *hel2∆mbf1∆* strain and surprisingly found that the *hel2∆syh1∆* strain and the *hel2∆mbf1∆* strain did not phenocopy one another (Figure 2—figure supplement 1E). These data suggest that Syh1-dependent NGD is still active in the *hel2∆mbf1∆* strain and thus that Mbf1 is not critical for RNA decay mediated by Syh1. Similarly, we examined GFP-CGA reporter expression in yeast strains lacking Eap1, an Syh1-associated translation repressor proposed to have a similar mechanism of action to the GIGYF2-associated mammalian protein 4EHP (Sezen et al., 2009; Cosentino et al., 2000; Morita et al., 2012; Peter et al., 2019). Again, GFP-CGA reporter levels are unaffected in the *eap1∆* strain relative to WT and in the *eap1∆* strain relative to *hel2∆eap1∆* (Figure 2—figure supplement 1F); these data indicate that the Syh1-mediated loss in GFP signal occurs independently of Eap1. Additionally, Eap1 was not among the proteins identified in AP-MS (Figure 2—figure supplement 1D). These data together suggest that Syh1 recruitment and function in *S. cerevisiae* differs substantially from that observed for GIGYF1/2 in mammalian cells.

### COMD does not require canonical NGD factors

Given that the GFP-CGA and minCGA reporters simply contain a stretch of highly non-optimal codons, we wondered whether the same set of factors might similarly regulate ORF sequences containing more widely distributed non-optimal codons. We tested this possibility first by developing a reporter similar to that used for the NGD screen with an N-terminal GFP, an internal P2A sequence, and a downstream *HIS3* gene with an internal stretch of 129 codons synonymously re-coded as non-optimal (GFP-NONOPT; Figure 3A). As expected, the GFP-NONOPT reporter exhibited substantially diminished GFP levels compared to the GFP-OPT reporter and thus provided a starting point for subsequent analysis (Figure 3B).

**Figure 3.**
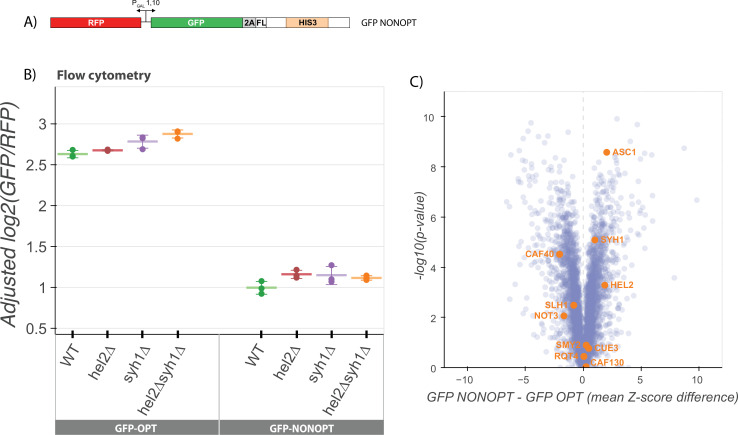
NGD factors do not alter levels of a COMD reporter. (**A**) Diagram of the GFP-NONOPT reporter for R-SGA screening and flow cytometry. Reporter is expressed from a bidirectional GAL promoter. GFP is separated from the HIS3 ORF by a P2A ‘StopGo’ sequence followed by a FLAG tag (FL). A portion of the HIS3 ORF is recoded as synonymous codons with low optimality. (**B**) Flow cytometry analysis of GFP-OPT and GFP-NONOPT GFP protein fluorescence reporter levels normalized to RFP fluorescence in yeast strains containing knockouts of HEL2 and SYH1 individually and in combination. All log2(GFP/RFP) levels are adjusted by normalizing to the mean of WT CGA and three replicates are plotted for each strain. Error bars indicate standard deviation. (**C**) Volcano plot of the GFP-NONOPT R-SGA screen p-values were calculated from a Fisher’s t-test based on per plate GFP/RFP Z-score differences between the GFP-NONOPT and GFP-OPT screens. Positive Z-score differences indicate an increase of the GFP-NONOPT reporter relative to the GFP-OPT reporter and vice versa. Selected genes are labeled. Figure 3—source data 1.Flow cytometry source data for Figure 3B.

**Figure 3—figure supplement 1.**
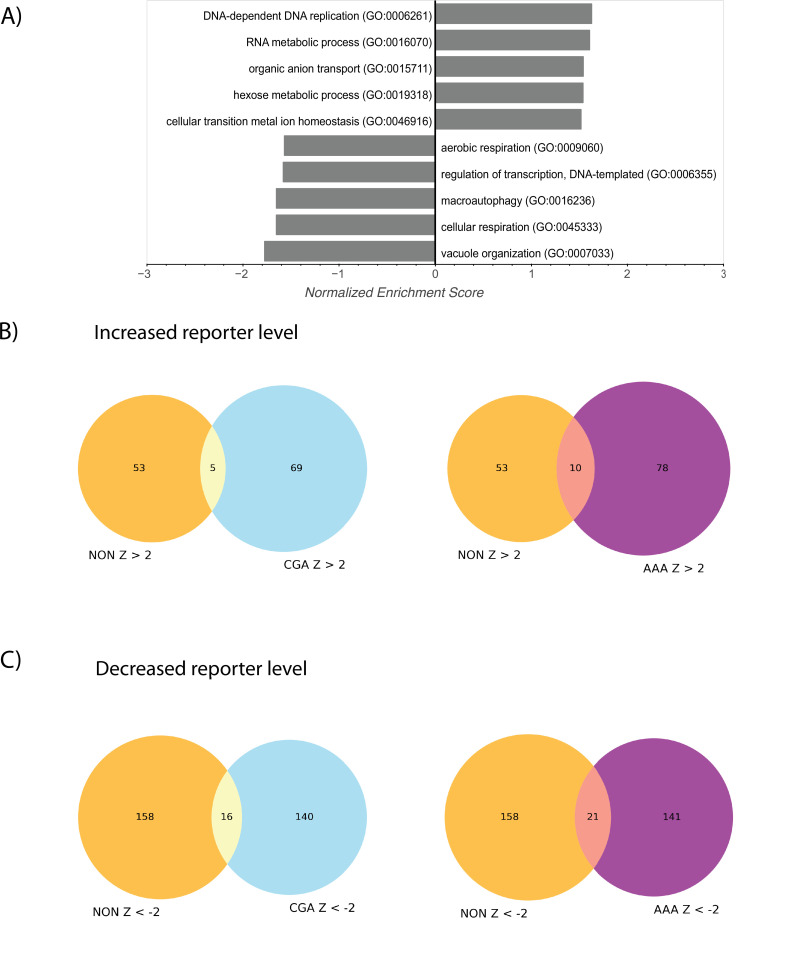
Nonoptimal reporter screen results and comparison with other screens. (**A**) Ranked gene-set enrichment analysis for GO terms was performed. Top enriched GO terms from the GO Biological Process annotations were plotted. Positive enrichment scores indicate enrichment among GFP-NONOPT screen hits with positive Z-scores (i.e. knockouts causing increased GFP-NONOPT reporter levels) and vice versa for negative enrichment scores. (**B**) Venn diagrams describing the overlap between GFP-NONOPT and GFP-CGA or GFP-NONOPT and GFP-AAA screens for knockouts that increase reporter levels. Full table of overlaps is available in Supplementary file 1. (**C**) Venn diagrams describing the overlap between GFP-NONOPT and GFP-CGA or GFP-NONOPT and GFP-AAA screens for knockouts that decrease reporter levels. Full table of overlaps is available in Supplementary file 1.

To identify potential contributing factors to COMD, we performed an R-SGA screen (as above) with the GFP-NONOPT reporter (Figure 3C) and again compared these results to our GFP-OPT screen results. We first performed a GSEA analysis to identify categories of genes that may be involved in the regulation of nonoptimal mRNAs (Figure 3—figure supplement 1A) and note the enrichment of many categories involving cellular homeostasis and metabolism, including RNA metabolic processes. Strikingly, none of the known NGD factors that we had identified in the previous GFP-CGA screen emerged. These data provide a first indication that NGD mRNAs are regulated very differently from non-optimal mRNAs at the molecular level. Interestingly, factors previously implicated in stabilizing non-optimally coded mRNAs (Webster et al., 2018; Radhakrishnan et al., 2016; Buschauer et al., 2020) were also not among the deletion strains that revealed increases in GFP-NONOPT reporter levels (Figure 3C). While some of these strains are not present in the deletion strain collection due to their severe growth defects (*dhh1∆* and *not4/5∆*), deletions of several other members of the Ccr4-Not deadenylase complex were present in the screen including *caf40∆*, *caf130∆*, and *not3∆*; among these, GFP-NONOPT reporter levels were modestly increased only in the *caf40∆* strain.

Consistent with the results from the R-SGA screen, knockouts of the major factors implicated in our analysis of NGD (*hel2∆* or *syh1*∆) had no effect on GFP-NONOPT reporter expression levels (Figure 3B). We also compared the genes with high absolute Z-scores in our GFP-AAA and GFP-CGA reporter screens with the high absolute Z-score genes from the NON reporter screen (Figure 3—figure supplement 1C-D). We observe much less overlap in the top hits from either NGD screen with the NON screen than we observed between the two NGD screens (GFP-CGA and GFP-AAA). Together, these data suggest that there are fundamental differences in recognition by the decay machinery of overall non-optimal coding sequences and more problematic strong translational stalls.

### Comparing pathway responses between COMD- and NGD-triggering mRNAs

In order to compare more systematically the effects of mRNA sequences that trigger NGD or COMD, we turned again to the minOPT and minCGA reporters, with the addition of a third reporter called minNONOPT. This minNONOPT reporter encodes the same *HIS3* ORF recoded with highly non-optimal codons; importantly, there is a short stretch of sequence retained in the minNONOPT reporter that matches the minOPT reporter to allow a common oligonucleotide probe to be used in northern blots (Figure 4A). To evaluate these new reporters, we employed a northern-blot-based transcriptional shutoff assay to measure RNA half-lives as previously reported (Radhakrishnan et al., 2016) in various deletion strains including those implicated above in NGD as well as those previously implicated in COMD.

**Figure 4.**
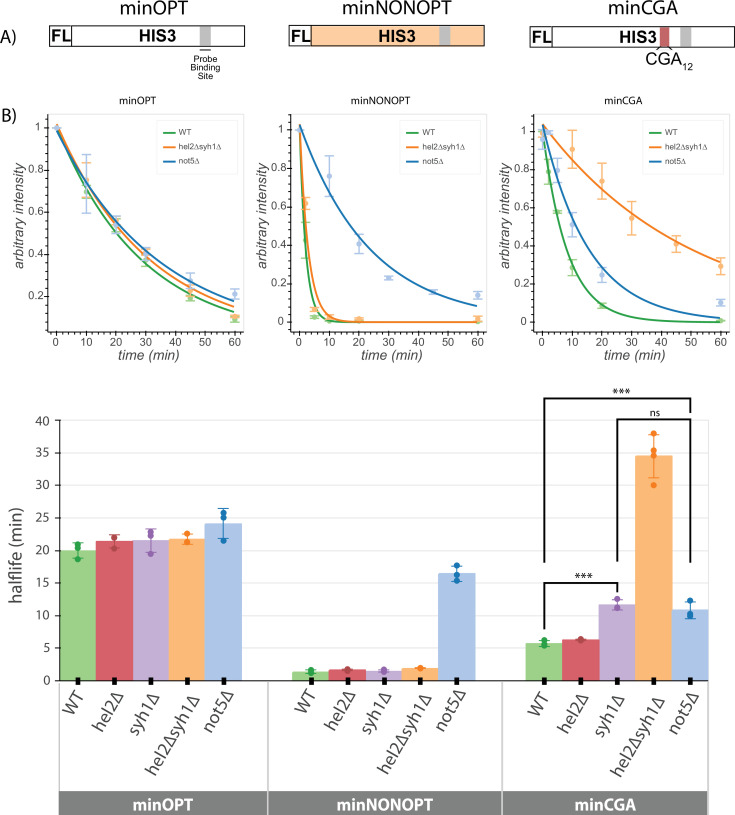
Minimal reporter mRNA half-lives are affected by COMD and NGD factor knockouts. (**A**) Diagram of the minOPT, minCGA, and minNONOPT reporters. Reporters are expressed from a GAL promoter and contain only a FLAG tag (FL) and HIS3 ORF. The minOPT reporter contains a fully-optimized ORF, the minCGA reporter contains a CGA_12_ stalling sequence within the ORF (indicated by the red shaded region), and the minNONOPT reporter contains a HIS3 ORF fully recoded as synonymous non-optimal codons. All reporters share a common probe binding region for northern blot analysis (shaded in gray). (**B**) Reporter mRNA half-lives in distinct genetic backgrounds were measured following transcriptional shut down. Full-length reporter mRNA levels were normalized to endogenous SCR1 levels. Top, reporter mRNA decay curves measured by northern blot analysis after GAL promoter shutoff in different genetic backgrounds. A single exponential decay was fit to means of three or four replicates at each timepoint. Bottom, half-lives were calculated for replicates individually by fitting to a single exponential decay and averaged. Half-lives were fit to a linear model and Tukey’s honest significant difference test was performed. Selected significance indicators are shown. *** indicates p-value <0.001, ns indicates p-value >0.05. All error bars indicate standard deviation. Figure 4—source data 1.Raw and labeled *not5∆* strain northern blot source images for Figure 4. Figure 4—source data 2.Raw and labeled *syh1∆* strain northern blot source images for Figure 4. Figure 4—source data 3.Raw and labeled wild-type strain northern blot source images for Figure 4. Figure 4—source data 4.Raw and labeled *hel2∆* strain northern blot source images for Figure 4. Figure 4—source data 5.Raw and labeled *hel2∆syh1∆* strain northern blot source images for Figure 4.

**Figure 4—figure supplement 1.**
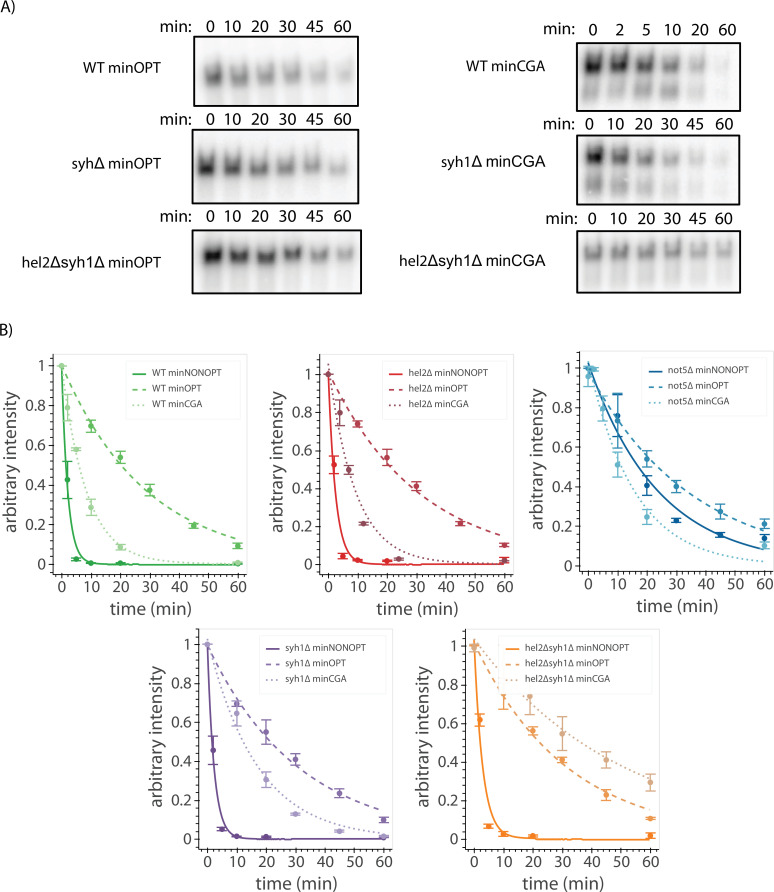
Galactose shutoff mRNA decay of reporters in knockout backgrounds. (**A**) Northern blot autoradiography images for reporter mRNAs in galactose shutoff assays in the indicated genetic backgrounds. Representative images are shown. Full-length bands were used to calculate decay rates. (**B**) Decay curves for reporters from northern blots are plotted for different backgrounds as in Figure 4B. Full-length reporter mRNA levels were normalized to endogenous SCR1 levels. Reporter mRNA decay curves measured by northern blot analysis after GAL promoter shutoff in different genetic backgrounds. A single exponential decay was fit to means of three or four replicates at each timepoint.

We first asked whether the half-lives of the minOPT reporter were affected by deletion of the various factors. As anticipated, neither of the factors implicated in regulation of NGD reporters (*HEL2* or *SYH1*) had any discernible effect on the stability of the minOPT reporter mRNA (Figure 4B, Figure 4—figure supplement 1A-B, Supplementary file 7). We next determined the effects of the same factors on stability of the minNONOPT mRNA reporter and found that deletion of the NGD factor genes *HEL2* and *SYH1* had no effect while *NOT5* deletion stabilized this mRNA by approximately 11-fold, consistent with earlier reports (Buschauer et al., 2020).

Lastly, we evaluated the effects of the same set of factors on minCGA mRNA stability. There we found that deletion of *HEL2* has no discernible impact on minCGA reporter half-life and deletion of *SYH1* increases half-life twofold, while deletion of both factors (*hel2∆syh1∆* strain) increases half-life sevenfold, consistent with results from our steady-state northern blots. These results additionally agree with steady-state measurements reported for the screening reporter constructs (Figure 2—figure supplement 1C). Finally, somewhat surprisingly, we find that deletion of *NOT5* increases minCGA reporter half-life (~twofold), suggesting features of general non-optimality for this reporter mRNA. Together, these data are broadly consistent with the existence of multiple modes for recognition of troubled elongating ribosomes, each recognized by a distinct set of factors.

### Distinct ribosome signatures on ORF stalling motifs

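Ribosome footprints were sequenced from wild-type (WT) yeast that carried the minOPT, minCGA or minNONOPT reporter, each a FLAG tag followed by the HIS3 ORF. Footprints of single ribosomes (monosomes) and of nuclease-resistant pairs of ribosomes (disomes) went into separate libraries. There were 2 monosome libraries for minOPT, 3 for minCGA and 3 for minNONOPT, and 2 disome libraries for each reporter. The authors trimmed the reads with BBtools and aligned them with STAR. They moved the 5' end of each read downstream by 17 nt for monosomes and 50 nt for disomes to reach the ribosomal A site. The deposited values are RPM at each nt of the reporter, relative to the reads mapped to the genome without ncRNA. All footprint lengths are together in these values, so 21-mers and 28-mers could not be separated. Every value above 0 was a whole multiple of the RPM of 1 read to within 0.001 reads, which gave back the reads and the library totals. The monosome libraries held 8604380 and 15340700 reads for minOPT, between 6552195 and 12508477 (median 11428266) for minCGA, and between 7134795 and 12849527 (median 8968756) for minNONOPT. The disome libraries were smaller, with 212522 and 660416 reads for minOPT, 580096 and 657546 for minCGA, and 826741 and 1052355 for minNONOPT. Of these, the minOPT reporter took 529014 and 771837 monosome reads and the minNONOPT reporter between 22978 and 47309. PCR duplicates were not marked, so any interval from these reads covers counting error only.
Positions are counted from 1 at the first nt of the reporter mRNA. In each reporter the start codon lies at 101 to 103 and the FLAG tag at 104 to 127. The upstream window ran from 128 to 400. In minCGA, 12 CGA codons at 401 to 436 follow GACGACCACCACACC and precede ACTGAAGACTGTGGT. The downstream window started 30 nt after the repeats and ended 5 codons before the stop codon, at 467 to 805 in minCGA, and covered the same HIS3 codons at 431 to 769 in minOPT and minNONOPT. The stop codon lies at 821 to 823 in minCGA and at 785 to 787 in the others. The HIS3 gene, YOR202W, lies on chromosome XV of the yeast reference genome R64 from 721946 to 722608 on the + strand, and the repeats follow its amino acid 92. Both versions of the ORF encode the HIS3 protein with 0 amino acid differences from the reference. They share 12 of 219 codons with each other.

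**Figure D1:**
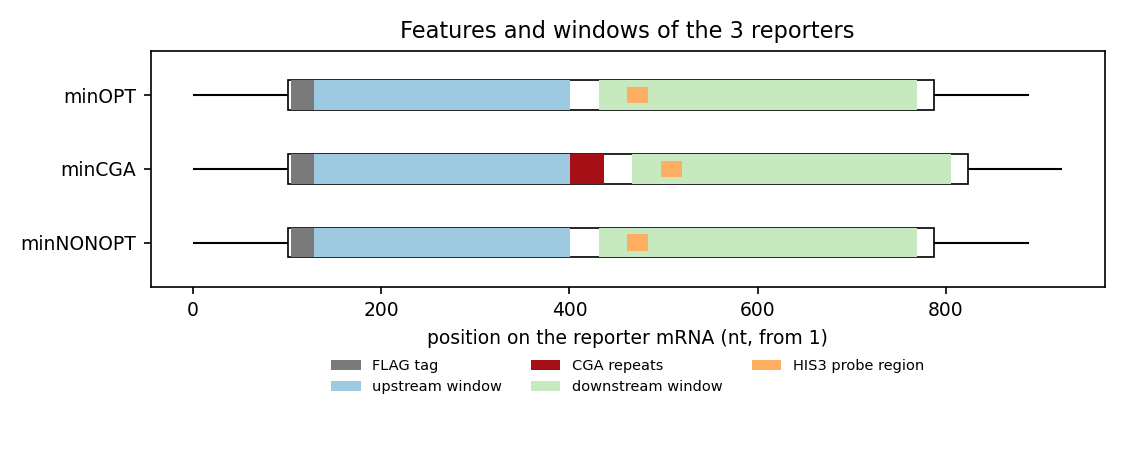
Features of the minOPT, minCGA and minNONOPT reporter mRNAs along the position in nt, with white boxes for the ORF and lines for the untranslated regions. The CGA repeats at 401 to 436 lie between the upstream and downstream windows of minCGA.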

With the goal of connecting ribosome states to downstream consequences, we next employed ribosome footprint profiling (Ribo-seq) to characterize the positions and conformational states of elongating ribosomes on the minimal reporter mRNAs (Ingolia et al., 2009). To increase the resolution of the approach, both cycloheximide and tigecycline, two specific elongation inhibitors, were added to lysates to capture distinct rotational states of the ribosome during translation represented by two populations of ribosome protected fragment (RPF) lengths centered at approximately 21 and 28 nucleotides (Wu et al., 2019b). The 21-mer population captures ribosomes without A-site tRNAs (waiting to decode) while the 28-mer population captures ribosomes with filled A sites (waiting to translocate). Finally, to further increase the resolution of the study, we separately sequenced single-ribosome (monosome) footprints and those from nuclease-resistant disomes that represent the collided ribosome structure (Guydosh and Green, 2014).

We first looked at the distribution of RPFs along our reporter mRNAs. We see that ribosomes are relatively evenly distributed across the entire ORF in the minOPT reporter for both the 21-mer and 28-mer tracks (Figure 5A). 

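On minOPT, mean monosome RPM per nt was 87.3 ± 7.36 (SD, n = 2) in the upstream window and 74.4 ± 17.9 in the downstream window. The downstream mean was thus 84.6% ± 13.4 of the upstream mean. Reads were found in 206 of 206 codons between the FLAG tag and the last 5 codons, with the region of the northern probe left out. Over these codons the coefficient of variation was 0.635 ± 0.0422 (SD, n = 2). The busiest 10% of the codons held 23.7% ± 0.881 of the RPM, and the busiest codon lay 3.65-fold ± 0.269 above the mean. Within the ORF, the position with the highest RPM was 416 in a replicate and 673 in the other, while over the whole mRNA it was 788, directly past the stop codon, in both.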

As previously observed for the GFP-CGA reporter (Sitron et al., 2017; D’Orazio et al., 2019), we observed that the CGA stall region profoundly disrupts translation of the minCGA ORF. 

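On minCGA, mean monosome RPM per nt was 29.6 ± 17.0 (SD, n = 3) upstream of the CGA repeats and 0.262 ± 0.0809 downstream. Between 439 and 1496 reads per library lay in the downstream window. The downstream mean was 0.990% ± 0.299 of the upstream mean. On the log2 scale the ratio was -6.70 ± 0.43 (SD, n = 3), against -0.25 ± 0.23 (n = 2) on minOPT, a difference of -6.45. This 87.5-fold difference is far larger than the spread between replicates, and each minCGA library lay below both minOPT libraries. A two-sided exact permutation test gave p = 0.2 (0.407 after Benjamini-Hochberg adjustment over 11 tests of this kind), the smallest p that 3 libraries against 2 allow, so this test cannot reach 0.05 here. Taking the median over codons in place of the mean, with 0.5 RPM added to each median, moved the difference the most, to -5.39. The added constant raises the low downstream median most, so the part of the median alone is not known.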

The density of monosome ribosome footprints (both 28- and 21-mers) downstream of the CGA stall is greatly reduced compared to the upstream region on this reporter, indicating that the CGA repeat region comprises a significant translational block (Figure 5A, center; Figure 5—figure supplement 1B, top). 

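Over the first 4 CGA codons of minCGA in WT, at 401 to 412, monosome RPM per nt of all footprint lengths together was 86.9 ± 38.1 (SD, n = 3). Relative to the upstream window this was 2.03-fold, 2.64-fold and 5.43-fold in the 3 libraries, a mean log2 ratio of 1.62. At the same place minOPT had 0.560-fold and 0.783-fold of its upstream mean, and minNONOPT had 1.48-fold, 1.16-fold and 0.956-fold. These 4 codons held between 81.2% and 89.3% of the monosome RPM of the 12 repeats. RPM was close to 0 at 419 to 423, where it summed to at most 0.175 in a WT library. Reads that lie wholly within the repeats align to several places and were handled apart by the authors. With all 12 CGA codons in the measure the log2 ratio fell to 0.26.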

Importantly, there is a high density of 21-mers near the beginning of the CGA repeat region, consistent with previous reports that decoding of CGA codons is slow. Additionally, 21 and 28-mer peaks appear approximately one footprint length upstream of the CGA stall, extending backwards in a repeating pattern approximately every ribosome length as confirmed by autocorrelation analysis (Figure 5—figure supplement 1A, Figure 5—figure supplement 1C top row).

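In the WT minCGA monosome libraries, with all footprint lengths together, the peak at the repeats lay at 405 or 406, within the second CGA codon. Walking upstream, the highest position 20 to 40 nt before this peak lay between 377 and 382 in the 3 replicates. The next such peaks lay at 346 or 347 and between 316 and 319. The steps between these peaks ranged from 23 to 35 nt. Since each peak was sought 20 to 40 nt from the one before it, some spacing in this range is built into the search. The autocorrelation of RPM from the start codon to the repeats, the sum of products at a displacement over the sum of squares, was highest between 20 and 40 nt at a displacement of 30, 33 and 35 nt. Its value there was 0.416 ± 0.0122 (SD, n = 3), lower than the highest value in the same range on minOPT, 0.530 and 0.593, and on minNONOPT, 0.436 to 0.556, so the height does not set minCGA apart. An even trace also gives a high value, and the 0.530 lay at 20 nt, the edge of the search. From 30 to 45 nt, displacements compared after the values were seen, the autocorrelation fell by 0.0785 to 0.232 in the minCGA libraries, more than on minOPT (0.0438 to 0.0553) or minNONOPT (0.0188 to 0.0606).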

**Figure 5.**
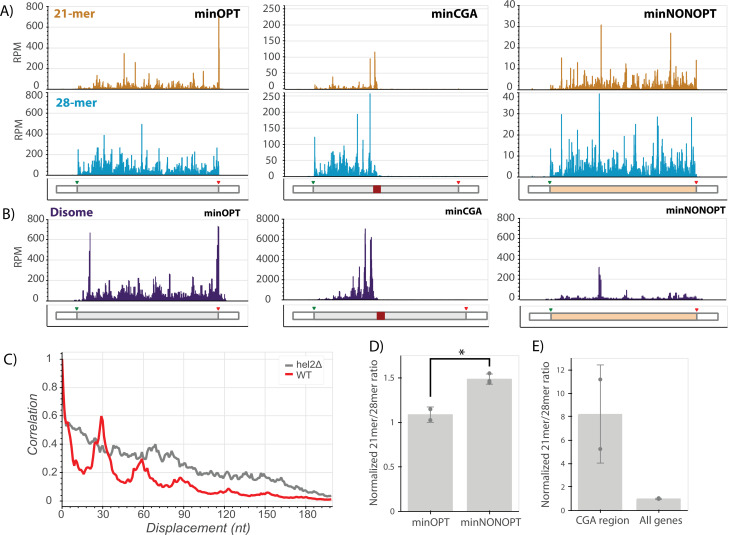
Ribosome profiling reveals translational states that trigger NGD and COMD. (**A**) Gene diagrams show reads per million (RPM) at every position of the indicated reporters: minOPT (left), minCGA (center), minNONOPT (right). Top, 21-mer reads are plotted using read lengths 19–26 inclusive. Bottom, 28-mer reads are plotted using read lengths 27–36 inclusive. Beneath each plot, diagrams of the indicated reporter show the locations of important features. (**B**) Read RPMs from disome footprint profiling are shown for each position of the minOPT (top) and minNONOPT (bottom) reporters. (**C**) Autocorrelation of the disome footprint RPMs in the region upstream of the CGA repeats for WT minCGA and hel2∆ minCGA samples. (**D**) Normalized 21-mer to 28-mer ratios of two replicates for the minOPT and minNONOPT reporters. Ratios exclude regions near the start and end of the ORF and the common probe binding region and are normalized to the 21-mer to 28-mer ratio of all genes to control for differences in digestion efficiency between libraries. Error bars indicate standard deviation. Significance was tested with a t-test, * indicates a p-value <0.05. (**E**) Normalized 21-mer to 28-mer ratios of two replicates for multiply aligned reads within the CGA region of the minCGA reporter. Ratios are normalized to the average of 21-mer to 28-mer ratios for all genes. Error bars indicate standard deviation.

**Figure 5—figure supplement 1.**
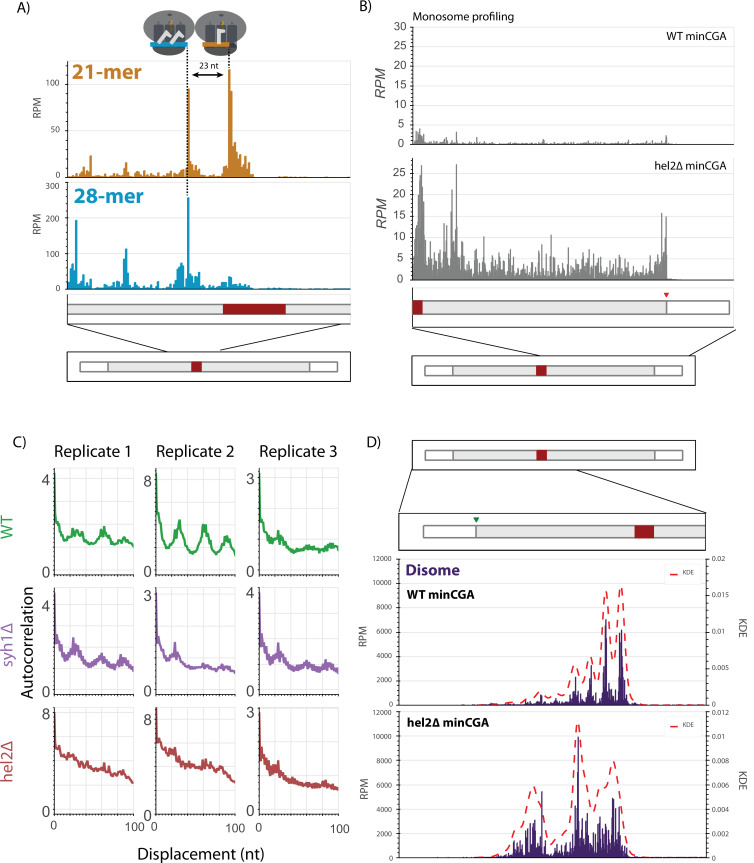
Ribosome profiling analysis. (**A**) RPMs for each position of the minCGA reporter replotted from Figure 5A enlarged to show the region around the CGA stall sequence. The leading 21-mer peak and the lagging 28-mer peak are approximately one ribosome length apart. (**B**) RPMs for each position of the reporter in monosome profiling data for the minCGA reporter replotted from Figure 5A as a combination of all reads compared to the monosome profiling data from the hel2∆ strain. (**C**) Autocorrelation of the footprint RPMs upstream of the stall plotted for three replicates in wild-type, syh1∆, and hel2∆ strains. (**D**) Read RPMs from disome footprint profiling are shown for each position of the minCGA reporter in the WT (top, replotted from Figure 5B) and hel2∆ strains. A kernel density estimate (KDE) for each sample was superimposed to emphasize the periodicity of reads in the WT strain that is lost in the hel2∆ strain.

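In both WT minCGA disome libraries the highest position of the ORF was 380, with 7042 and 10173 RPM. A peak at the repeats lay at 409 and 405. Further upstream, peaks lay at 352 and 350 and at 322 in both libraries. The steps between them ranged from 25 to 30 nt, sought as for the monosomes at 20 to 40 nt. The autocorrelation from the start codon to the repeats had its first peak at 30 nt in each library. It measured 0.353 in replicate 1 and 0.441 in replicate 2, and at 45 nt it was 0.148 and 0.130. On minOPT the disome values were 0.332 and 0.440 at 30 nt, but 0.311 and 0.397 at 45 nt, so the fall after 30 nt sets minCGA apart from minOPT and the height does not. The last 150 nt before the repeats held 65.9% and 84.1% of the disome RPM of the ORF. Of the ORF's disome RPM, the repeats held 29.1% in replicate 1 and 8.88% in replicate 2.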

Disome profiling also reveals nuclease-resistant collided ribosome footprints accumulating in this region upstream of the CGA codons; and, autocorrelation analysis reveals that the pattern of ‘stacked’ disomes is periodic with peaks at approximately 30 nucleotide intervals (Figure 5B, center; Figure 5C, red trace). In this analysis, disome RPM peaks on the minCGA reporter are dramatically increased (~10-fold) relative to the minOPT reporter, indicative of an accumulation of collided ribosomes (compare scales of minOPT and minCGA panels in Figure 5B). These data together suggest that a key signal for the recruitment of Syh1 and the NGD machinery is the collided ribosome.

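The highest disome RPM at any position of the ORF was 8607 ± 2214 (SD, n = 2) on minCGA and 606 ± 85.2 (n = 2) on minOPT. On the log2 scale the difference was 3.81, a 14.0-fold increase that exceeded the spread between replicates (pooled SD 0.30). Over the whole mRNA, a search added after the data were seen, the highest position of minOPT lay at 788, directly past the stop codon, with 731 and 1125 RPM, and the log2 difference was 3.22, or 9.33-fold. Mean disome RPM per nt over the upstream window was 545 ± 255 on minCGA and 54.3 ± 5.01 on minOPT, 9.50-fold higher by the mean log2 values. In each measure both minCGA libraries lay above both minOPT libraries. For the highest ORF position and the upstream mean, the two-sided exact permutation test gave p = 0.33 each, the smallest that 2 libraries against 2 allow (0.407 after adjustment). RPM are relative to all reads of a library, and the minCGA reporter took 14.2% and 21.8% of its disome libraries against 3.52% and 3.79% for minOPT. Divided by the mean monosome RPM of the same reporter, which on minCGA includes the region of few monosomes past the repeats, the log2 difference of the highest position rose to 6.15. From the increase the paper reasons that collided ribosomes accumulate on minCGA, and it proposes the collided ribosome as a key signal for Syh1 and the NGD machinery.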

To further explore a potential ribosomal basis for the activity of NGD factors on stalling reporter levels, we performed ribosome profiling on the minCGA reporter in *hel2∆* and *syh1∆* strains. 

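Monosome footprints on the minCGA reporter were sequenced from 3 hel2∆ and 3 syh1∆ libraries, and disome footprints from 2 hel2∆ libraries. They were compared with the WT minCGA libraries. HEL2 (YDR266C) lies on chromosome IV from 1000104 to 1002023 and SYH1 (YPL105C) on chromosome XVI from 352863 to 355412, both on the - strand of R64. The deposited traces cover the reporters only, so reads on HEL2 and SYH1 could not be used to check the strain of a library. The hel2∆ monosome libraries held between 6695494 and 18489168 reads (median 12819767) and the syh1∆ libraries between 4745508 and 10111557 (median 5766592). The hel2∆ disome libraries held 431414 and 844043 reads. RPM were made as for WT. Codons were compared with limma on log2(RPM summed per codon + 0.5), so fold changes understate the change of low codons. Codons of a single mRNA are not independent. Same-numbered hel2∆ and WT monosome libraries deviated from their group means together, while syh1∆ and WT libraries did not. The correlation over codons between syh1∆ replicates was at least 0.976, above that of the WT replicates (at most 0.958). No label names a batch, so a library batch that sets syh1∆ apart from WT could not be separated from the deletion.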

First, consistent with previous observations (Letzring et al., 2013), deletion of *HEL2* increased ribosome read-through past the stall region relative to the wild-type strain (Figure 5—figure supplement 1B). Additionally, we noted from the disome profiling that the ordered periodicity in footprint distribution that is present in the WT strain is diminished in the *hel2∆* strain as revealed by an autocorrelation analysis (Figure 5C gray trace, Figure 5—figure supplement 1D). 

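In hel2∆, mean monosome RPM per nt downstream of the repeats was 2.96 ± 0.198 (SD, n = 3), which was 10.7% ± 6.68 of the upstream mean. The log2 ratio was 3.29 higher than in WT, a 9.79-fold increase, and 3 of 3 hel2∆ libraries lay above every WT library. In syh1∆, downstream RPM per nt was 0.426 ± 0.0647 and 1.92% ± 0.219 of the upstream mean. The log2 ratio was 1.00 higher than in WT, a 1.99-fold increase, again in 3 of 3 libraries. Both differences were larger than the pooled SD between replicates, 0.68 and 0.32. Each gave p = 0.1 in a two-sided exact permutation test, the smallest that 3 libraries against 3 allow (0.367 after adjustment). The direct difference between hel2∆ and syh1∆ was not tested. With the median over codons and 0.5 RPM added to each median, the syh1∆ increase fell to 0.33. The effect of the median was not separated from that of the added constant.
Of the 241 codons of the ORF, limma called 137 higher and 4 lower in hel2∆ at an adjusted p of 0.05. The 113 codons of the downstream window were all higher, with a median log2 fold change of 2.78. All of the 4 lower codons lay among the 9 codons of the start codon and FLAG tag. By log2 fold change with 0.5 RPM added, the largest increases were at codon 113 (ACT, 437 to 439), codon 129 (GGT, 485 to 487) and codon 114 (GAA, 440 to 442). The added 0.5 RPM lowers the fold change of low codons, so this order does not single out these sites. Codon 113 rose from 3.58 ± 1.61 RPM in WT to 53.5 ± 10.1 in hel2∆ (SD, n = 3 each), a log2 fold change of 3.80 (standard error 0.54, adjusted p = 1.51e-07 from limma). At codon 129 the log2 fold change was 3.70 (standard error 0.39), and at codon 114 it was 3.68 (standard error 0.45). The largest decreases were at codons 3, 4 and 5, with log2 fold changes of -1.92, -1.67 and -1.66. The calls at these 3 codons were each lost when hel2∆ replicate 1 or 2 was left out. In syh1∆, 20 codons were higher and 1 lower. Of the higher codons, 3 lay in the start codon and FLAG tag, and 7 in the upstream window, between codons 15 and 24. RPM over most of the 5' UTR was also higher, 15.7 to 20.1 in syh1∆ against 3.20 to 8.75 in WT. The calls therefore do not lie mainly past the repeats. Another 1 lay in the first 30 nt after the repeats and 9 in the downstream window, 8 of them between codons 124 and 135. The first 13 codons of that window, a part chosen after the calls were seen, rose from 15.5 ± 5.49 RPM in WT to 49.6 ± 10.1 in syh1∆ (SD, n = 3 each), 3.20-fold. The other 100 codons went from 73.3 ± 23.9 to 94.6 ± 15.9 RPM, 1.29-fold, a difference smaller than the SD in WT. With these 13 codons left out, the log2 ratio was 0.67 higher in syh1∆. Codon 16 had the largest increase, a log2 fold change of 2.30 (standard error 0.59), followed by codons 8 and 131 with 1.94 and 1.89, and codon 51 was the lower codon with -1.92. Fewer codons were called with a library left out, 2 without syh1∆ replicate 1, 2 without syh1∆ replicate 2, 7 without syh1∆ replicate 3 and 9 without WT replicate 2. The paper states from the hel2∆ traces that deletion of HEL2 increased read-through past the stall.

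**Figure D2:**
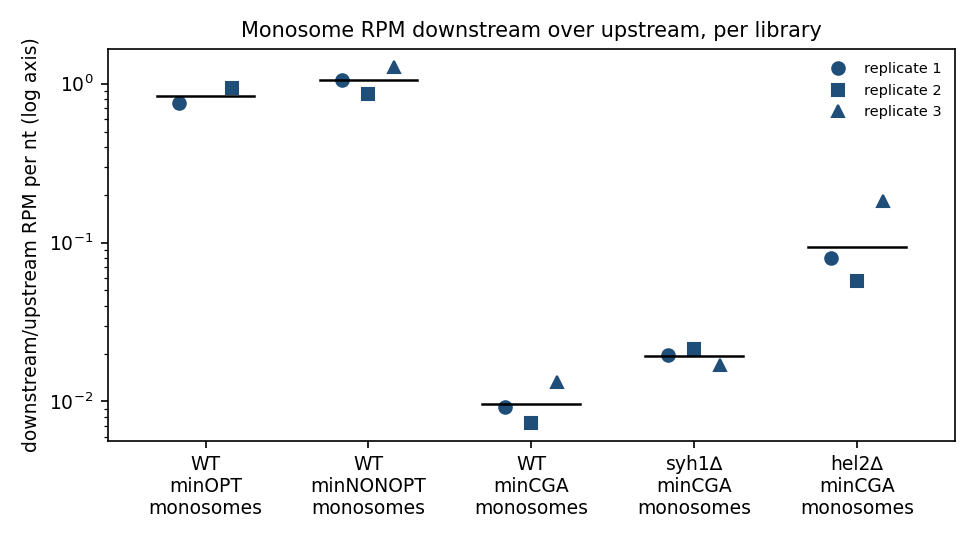
Mean monosome RPM per nt downstream over upstream for each library, on a log axis, with symbols for replicates and bars for the mean of the log values. The 3 hel2∆ libraries lie above the 3 syh1∆ libraries, which lie above the 3 WT minCGA libraries.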

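Periodicity was measured as the mean autocorrelation at displacements of 27 to 33 nt minus the mean at 12 to 18 nt, from the start codon to the repeats. A flat trace has a value of -0.05 on this measure, since sums at larger displacements have fewer terms. In disomes the value was 0.129 ± 0.0589 (SD, n = 2) in WT and -0.127 ± 0.0252 (n = 2) in hel2∆. The difference of -0.256 exceeded the spread between replicates, and both hel2∆ libraries lay below both WT libraries. With 2 libraries against 2 the two-sided exact permutation test gave p = 0.33, the smallest it can give (0.407 after adjustment). On log2(RPM + 0.5) with the mean of the trace subtracted, the difference shrank to -0.0851. The effects of the log scale and of the subtraction were not separated. In hel2∆ the highest autocorrelation between 20 and 40 nt lay at 24 nt in a library and at 38 nt in the other. The disome peak nearest the repeats lay at 392 in both hel2∆ libraries. Mean disome RPM per nt upstream was 791 ± 70.8 in hel2∆, and 0 of 241 codons differed from WT by limma, with 57 at an unadjusted p under 0.05 and 13 called by edgeR on the recovered reads.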

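In monosomes on minCGA the same contrast of autocorrelations was 0.0181 ± 0.0721 (SD, n = 3) in WT, -0.150 ± 0.0156 (n = 3) in hel2∆ and -0.0391 ± 0.0290 (n = 3) in syh1∆. The 3 WT libraries spread from -0.0523, the level of a flat trace, to 0.0918. All 3 hel2∆ libraries lay below all WT libraries, a difference of -0.168 with p = 0.1 in a two-sided exact permutation test (0.367 after adjustment), the smallest that 3 against 3 allow. For syh1∆ the difference was -0.0571 (exact permutation p = 0.3, 0.407 after adjustment), about the size of the pooled SD of 0.0550, so a difference from WT was not detectable with these libraries. Its direction reversed to 0.0501 when log2(RPM + 0.5) with the mean of the trace subtracted was used. The syh1∆ mean itself also lay close to the flat level. However, the autocorrelation at 30 nt alone was 0.423 ± 0.0489 in syh1∆, 0.397 ± 0.0379 in WT and 0.421 ± 0.0447 in hel2∆ (SD, n = 3 each). Between 20 and 40 nt it was highest at 24 nt in all 3 syh1∆ libraries, outside the 27 to 33 nt of the contrast. In hel2∆ it was highest at 21, 21 and 24 nt, also outside, and in WT at 35, 30 and 33 nt. In the 3 hel2∆ libraries the peaks upstream of the repeats lay at 382, at 361 and between 323 and 326. In syh1∆ they lay at 382 or 383, at 347 and at 322 or 323.

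**Figure D3:**
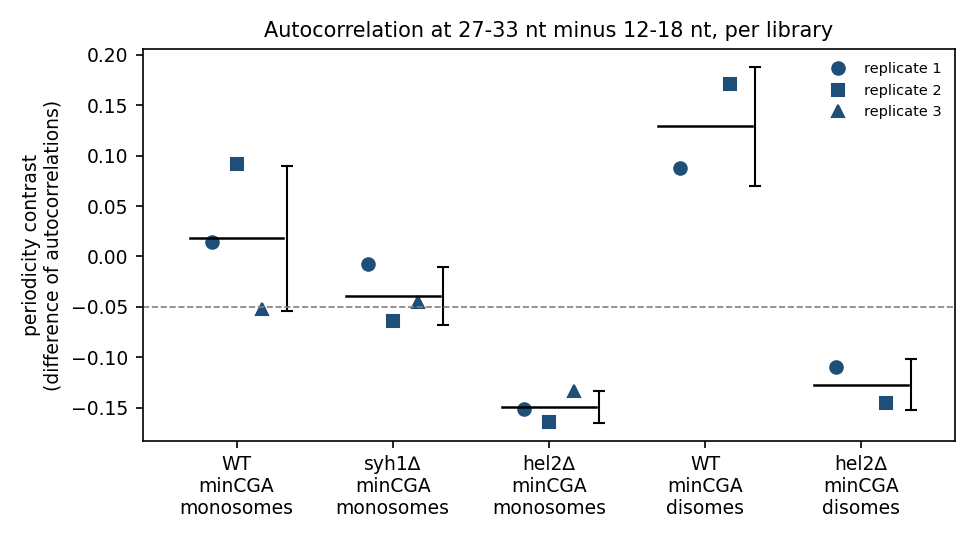
Mean autocorrelation at 27 to 33 nt minus mean autocorrelation at 12 to 18 nt on minCGA for each library, with symbols for replicates, horizontal bars for means, error bars for the SD and a dashed line for a flat trace. All hel2∆ libraries lie below the dashed line.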

The same diminished periodicity is observed in monosomes in the *hel2∆* strain, whereas the ribosome periodicity is generally maintained in the *syh1∆* strain (Figure 5—figure supplement 1C).

In contrast to the minCGA reporter, the minNONOPT reporter contains non-optimal codons distributed throughout the ORF; accordingly, monosome footprints are relatively evenly distributed across the ORF (Figure 5A, right panel). 

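On minNONOPT, mean monosome RPM per nt was 4.98 ± 1.57 (SD, n = 3) in the upstream window and 5.12 ± 1.15 downstream, with the downstream mean at 106% ± 20.7 of the upstream mean. The coefficient of variation over codons was 0.664 ± 0.0576 (SD, n = 3). Its difference from minOPT was 0.06 on the log2 scale, within the pooled SD of 0.11 (two-sided exact permutation test, p = 0.8, adjusted p 0.8, where 3 libraries against 2 allow 0.2 at the least). The sign of this difference changed with the Gini coefficient, which was -0.06 on the log2 scale. The highest position was 334 in all 3 libraries, and the busiest codon lay 4.74-fold ± 0.729 above the mean.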

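On minNONOPT, disome RPM per nt was 8.92 ± 0.914 (SD, n = 2) in the upstream window and 6.74 ± 0.206 in the downstream window. Disome reads were found in 201 and 203 of 206 codons, from 4304 and 5017 reads on the reporter. The busiest 10% of codons held 40.7% ± 6.90 of the disome RPM, against 73.3% ± 1.09 on minCGA and 29.0% ± 1.03 on minOPT (SD, n = 2 each). The log2 difference between minNONOPT and minCGA was -0.86, larger than the pooled SD of 0.17, and both minNONOPT libraries lay below both minCGA libraries (two-sided exact permutation test, p = 0.33, the smallest for 2 against 2, 0.407 after adjustment). Codons 78 and 79 (GCG and AAA, 332 to 337) held 18.6% and 10.6% of the disome RPM of the ORF in the 2 libraries, where an even distribution over codons gives 0.873%.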

Disome footprints are distributed across the ORF as well, suggestive of stochastic short-lived collisions where the ribosome density does not accumulate. To allow for accurate comparison, we performed a more detailed analysis of 21-mer/28-mer ratios for the reporter after excluding the identical oligonucleotide probe region for the two reporters as well as regions around the start and stop codons that can be sensitive to library preparation and variable within ribosome profiling data sets (O’Connor et al., 2016). Importantly, we normalized these data from the reporter ORF to global ORF 21-mer/28-mer ratios within each dataset to account for differing RNase digestion efficiencies in the library preparations. Our data reveal an increased 21-mer/28-mer ratio for the minNONOPT relative to the minOPT reporter; as 21-mer RPFs report on empty A sites on the elongating ribosomes, these data are consistent with an enrichment of ribosomes undergoing slow decoding of tRNAs during elongation on non-optimal codons (Figure 5D). These data suggest that a key signal for the recruitment of the COMD machinery (including Not5) is the accumulation of slowly decoding ribosomes.

Given the abundance of 21-mer RPFs on the minNONOPT reporter and the strong decay activity of Not5 on this reporter, we wondered whether the activity of Not5 in reducing minCGA reporter half-life (Figure 4B) could be explained by accumulation of 21-mer RPFs. Interestingly, a deeper analysis of the distribution of multiply aligned monosome footprint reads *within* the CGA repeat region of the minCGA reporter revealed that the 21mer/28mer read ratio is greatly enriched compared to the ratio on all genes (Figure 5E). We suggest that this preponderance of slow (21mer RPFs) elongating monosomes in the CGA repeat region might explain the partial sensitivity of the NGD reporter to Not5-mediated destabilization. Since Not5 recognizes ribosomes with open A and E sites, it may be able to bind those ribosomes that continue translating within the CGA_12_ region to elicit decay of the reporter.

Taken together, these experiments provide compelling data to rationalize the differing responses of our reporters to various gene deletions. The accumulation of distinct ribosome signals—either nuclease-resistant collided disomes or slowly decoding ribosomes with empty A sites—acts as a strong indicator for which factors will lead to mRNA destabilization; Syh1 and Hel2 respond to the accumulation of terminally stalled, collided ribosomes, while Not5 responds to slowly decoding ribosomes with open A and E sites.

## Discussion

In this study, we use carefully designed reporter mRNAs to study translation-coupled mRNA decay pathways in *S. cerevisiae*. Using R-SGA screening with a reporter mRNA containing iterated CGA codons, we identified and validated a set of genes that contribute to no-go decay (NGD). Subsequent analysis allowed us to compare the mechanisms of the pathways that regulate decay of mRNAs with either highly problematic (NGD) or slowly decoded sequences (COMD). We find that an independent pathway of NGD is driven primarily by the actions of the GIGYF1/2-homologous proteins Syh1 and Smy2; in contrast, the Syh1/Smy2-dependent pathway has no discernible impact on the stability of non-optimal mRNA sequences. We show that the previously defined COMD factor Not5 contributes modestly to decay of the NGD reporter and very strongly to decay of non-optimally coded mRNAs. Finally, we connect these distinct molecular decay profiles with ribosome states using ribosome profiling, showing that the presence of colliding ribosomes (disomes) is correlated with targeting via NGD while the presence of slow ribosomes (monosomes with empty A and E sites) is correlated with targeting via COMD.

Our assays using the NGD reporters reveal the interplay between Hel2, its dependent NGD factors, and Syh1/Smy2 in responding to ribosome collisions. First, we found that combining deletion of *SYH1* and its paralog *SMY2* led to modest stabilization of NGD reporter mRNAs and deletion of *CUE2* and *SYH1* together led to very potent stabilization (Figure 2C). In light of previous work establishing the relationship between Hel2, Cue2, and Slh1 (D’Orazio et al., 2019), we interpret the mRNA stability data as follows: (1) in the wild-type strain, the NGD reporters are destabilized because colliding ribosomes lead to the recruitment of Syh1/Smy2 and elicit mRNA destabilization while Hel2-mediated ubiquitination licenses Slh1-mediated ribosome clearing and Cue2-mediated endonucleolytic cleavage (2) in the *syh1∆smy2∆* strain, NGD reporter levels are only partially rescued because Cue2-mediated endonucleolytic decay can still trigger NGD; and (3) in the *hel2∆syh1∆* and *cue2∆syh1∆* strains, NGD reporters are strongly stabilized because both Syh1-dependent and Cue2-dependent decay pathways are impaired. According to this view, there are two distinct pathways for NGD that can compensate for each other in various conditions. This model gives new context to the pathways that respond to elongation stalls and emphasizes the importance of Syh1, and to a lesser extent Smy2, as distinct effectors of NGD. These data further support our previously discovered mechanism in which the ubiquitination activity of Hel2 triggers RQT-mediated ribosome rescue through Slh1, resorting to Cue2-dependent endonucleolytic cleavage when mechanisms to resolve ribosome collisions are overwhelmed. The synergistic activities of Syh1/Smy2- and Hel2-triggered decay form the basis of a robust cellular system for targeting problematic mRNAs for destruction (Figure 6).

**Figure 6.**
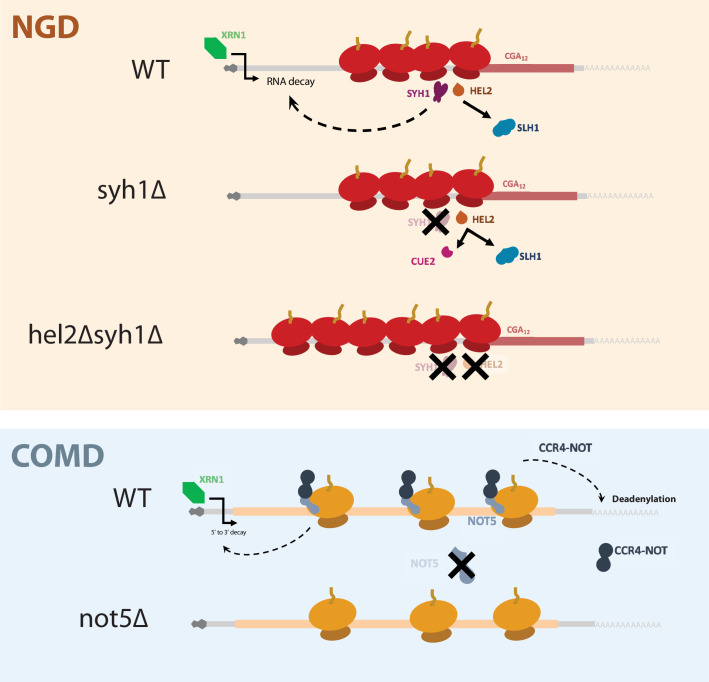
A model for NGD and COMD. In NGD, Syh1 responds to collided ribosomes, connecting severe translational blocks to mRNA decay. Loss of Syh1 results in activation of Hel2-dependent endonucleolytic NGD by Cue2. Loss of Syh1 and Hel2 causes increased reporter accumulation by blocking both exonucleolytic and endonucleolytic RNA decay pathways. In COMD, Not5 senses slow ribosomes on non-optimal codons and recruits the Ccr4-Not complex, causing deadenylation, decapping, and 5’ to 3’ decay. Loss of Not5 stabilizes non-optimal mRNAs.

This interplay was further explored in our Ribo-seq experiments. For the minCGA reporter, we observed an ordered, periodic pattern of monosome and disome footprints upstream of the CGA region in the WT strain, and this pattern was substantially disrupted in the *hel2∆* strain. Further, we observe a larger proportion of ‘escaping’ monosome footprints downstream of the CGA region in the *hel2∆* strains. Given the role of Hel2 in recognizing collided ribosome and promoting clearance by RQT, we interpret these data to mean that the activity of Hel2 on collided ribosomes in part stabilizes the collided ribosome interface in such a way that recognition and clearance by Slh1 is facilitated (Meydan and Guydosh, 2020). These observations are distinct from the maintenance of wild-type-like periodicity when *SYH1* is knocked out (Figure 5—figure supplement 1C).

The next set of questions focused on how Syh1 (and its homolog Smy2) is recruited to problematic mRNAs and how it triggers translational repression or mRNA decay. Recent work in mammalian cells investigating the mechanism of recruitment of GIGYF2 to NGD-targeted mRNAs yielded two competing models: one in which ZNF598 (a mammalian *HEL2* homolog) acts to recruit GIGYF2 (Hickey et al., 2020) and one in which EDF1 acts to recruit GIGYF2 (Sinha et al., 2020; Juszkiewicz et al., 2020). We tested both models using our yeast reporter system. First, we observed strong stabilization of the GFP-CGA reporter mRNA levels when *SYH1* is deleted in a *hel2∆* background (comparing *hel2∆* to *hel2∆syh1∆*) thus establishing that Hel2 function is not necessary for Syh1 function in yeast. Second, we did not observe the same strong rescue of minCGA reporter mRNA levels in a *hel2∆mbf1∆* strain as we did in a *hel2∆syh1∆* strain, suggesting that Syh1 function is also not dependent on Mbf1. Although Mbf1 does bind collided disomes in yeast (Sinha et al., 2020; Pochopien et al., 2021), these data suggest that Mbf1 has a limited impact on NGD per se in this system. A previous study that employed bioID mass spectrometry using Syh1 as bait (Opitz et al., 2017) raises the possibility that Syh1 interacts directly with Asc1, a ribosomal protein known to be important for NGD in yeast (Kuroha et al., 2010; Letzring et al., 2013; Brandman et al., 2012), and a top effector of NGD in our genetic screen (Figure 1A). Further work exploring the nature of the physical interactions between Syh1/Smy2 and ribosomal collisions is necessary to make stronger conclusions about the mechanism of Syh1/Smy2-mediated NGD.

We also considered a role for other factors in facilitating Syh1-mediated decay, including the potential eIF4E2 homolog, EAP1, which did not affect reporter levels (Figure 2—figure supplement 1F). Another candidate effector protein for Syh1 function is Dhh1 whose mammalian homolog DDX6 interacts with GIGYF1/2 and has been shown to facilitate translational repression (Peter et al., 2019; Weber et al., 2020). In yeast, however, there is scarce evidence for a Dhh1-Syh1/Smy2 complex (Ergüden, 2019) and the conserved DDX6 binding motif of GIGYF1/2 is absent in Syh1/Smy2 (Figure 2—figure supplement 1G). These data together raise the interesting possibility that Syh1 and Smy2 have a distinct mechanism of regulation in yeast that involves direct signaling of mRNA decay independent of translational repression. We note that the strong mRNA decay phenotype associated with Syh1/Smy2 function and the NGD reporters in yeast (here and in Hickey et al., 2020) is distinct from the translational repression phenotype associated with GIGYF2:4E2 function in mammalian systems (Morita et al., 2012; Peter et al., 2019).

Although NGD and COMD are both known to be co-translational mRNA decay processes, the distinct ribosome states that trigger these events have not been systematically explored. For example, it has not been clear whether ribosomes translating highly non-optimal CGA repeats (that efficiently trigger NGD) may also be recognized by Not5. Conversely, the possibility remained open that highly non-optimal reporter mRNAs cause ribosome collisions that activate NGD in addition to COMD.

Our analysis of the COMD reporters revealed responses only to factors previously implicated in this pathway (Buschauer et al., 2020). The half-lives of the minNONOPT reporter were not impacted by deletion of *SYH1, HEL2*, or *HEL2/SYH1* (Figure 4B) and the ribosome profiling data revealed a relatively even distribution of monosomes and low abundance of disome peaks. Additionally, we observed an enrichment of 21 nt RPFs over the coding region representing slowly elongating ribosomes (Figure 5D). These data are broadly consistent with the previously reported Not5-driven mechanism being responsible for COMD with essentially no contribution from colliding ribosomes and NGD. By contrast, the minCGA reporter was strongly stabilized by deletion of factors implicated in NGD (Syh1/Smy2 and Hel2) and weakly stabilized by deletion of factors implicated in COMD (Not5) (Figure 4B). The ribosome profiling data revealed abundant collided disomes at the CGA repeat sequences, but also an enrichment of 21 nt monosome RPFs in the actual CGA repeats reflecting ribosomes struggling their way through these difficult to decode sequences (Figure 5B and E). These data rationalize both the strong contribution of the NGD factors and the more modest contribution of the COMD factors to minCGA reporter stability.

Our study provides evidence for generally non-overlapping targets of NGD and COMD and ribosome states correlated with each pathway. While the NGD machinery, under the control of Syh1/Smy2 and Hel2, responds to specific defects in elongation due to stalled and collided ribosomes, the COMD machinery, under the control of Not5, surveys the pool of translating ribosomes for mRNAs on which there is overall slow translation. We speculate that the COMD pathway is a general one that regulates overall mRNA stability, independent of ribosome dysfunction, while the NGD pathway evolved to deal with more acute environmental disturbances such as UV or oxidative damage (Yan et al., 2019; C. C.-C. Wu et al., 2020). Future studies will better characterize the molecular mechanisms of these pathways and will provide new foundations for an understanding of the homeostasis of cellular translation and mRNA decay.

## Materials and methods

### Reporter cloning and reporter strain generation

Plasmids for GFP-OPT (pKD065), GFP-NONOPT (pKD064), and GFP-CGA (pKD080) reporters were cloned as described in D’Orazio et al., 2019. To generate stable, genomically integrated strains containing these reporters, 0.5–2 µg of plasmid was digested using StuI to produce an insertion cassette containing the RFP and GFP reporters plus a *MET17* gene for selection, all flanked by homology arms to the endogenous *ADE2* locus. Strains were then transformed by lithium acetate transformation to replace the *ADE2* gene as described below, with the difference of being plated directly onto selective media after transformation rather than a nonselective recovery plate. The minimal reporters minOPT and minNONOPT (plasmids pJC867 and pJC857, respectively) were a generous gift from Jeff Coller and cloned as described in Radhakrishnan et al., 2016. The CGA repeat stretch was introduced into the pJC867 plasmid by first isolating the plasmid backbone via digestion with PacI and AscI. Two PCR fragments making up the *HIS3* ORF were generated, one containing the first portion of the *HIS3* ORF and a the CGA repeat region in a primer overhang (primers AV_his3CGAupstr_fwd and AV_his3CGAupstr_rev, see table of oligos), the other containing the downstream *HIS3* sequence and stop codon (primers AV_his3CGAdwnstrm_fw and AV_his3CGAdwnstrm_rv, see table of oligos). Both fragments were amplified off of pJC867 and inserted into the linearized pJC867 backbone using NEB Gibson Assembly Master Mix resulting in pAV_minCGA plasmid. Since these plasmids contained a URA3 selectable marker, reporters were introduced into various backgrounds by transformation of 0.5–1 µg plasmid as described below and all subsequent culture was performed in SC-URA media (plus additives appropriate to experiment) to retain the plasmid.

### R-SGA screening

#### Screening procedure

Screening was performed as described in D’Orazio et al., 2019. Briefly, GPF-OPT, GFP-CGA, GFP-NONOPT, and GFP-AAA reporters were inserted into the Yeast Knockout Collection (Giaever et al., 2002) by mating and four replicate colonies were grown for each strain. Incubation times were increased during this process by 50–75% to account for decreased mating efficiency in our query strains. Cells were selected on appropriate media, then plated on 2% GAL/RAF media for expression and analyzed by imaging on a Typhoon FLA9500 imager.

#### Screen data analysis

Data was analyzed as previously described in D’Orazio et al., 2019 and D’Orazio et al., 2021b. GFP-OPT screen data used for normalization is the same data previously published in D’Orazio et al., 2021b. Briefly, median GFP and RFP values were extracted from colony images using specialized software (Saeed et al., 2003; Wagih et al., 2013) and outliers were excluded (border colonies and those <1500 or>6000 pixels). Average GFP and RFP values from all colonies were then converted to log_2_(GFP/RFP) ratios and LOESS normalized on each plate. Z-scores were calculated on a per-plate basis. Z-scores for volcano plots were calculated without prior LOESS normalization.

#### Screen validation

The 170 Yeast Knockout Collection strains with integrated reporters that showed the greatest change in GFP/RFP for the GFP-CGA reporter (–2>GFP CGA Z-score >2) and lowest change for the GFP-OPT reporter (–2<GFP OPT Z-score <2) relative to a *his3*∆ control strain were selected and grown to saturation overnight in YP +2% galactose +2% raffinose media in deep-well 96-well plates. Cultures were diluted in triplicate to approximately OD_600_ 0.1 in deep-well 96-well plates and grown to approximately OD_600_ 0.4–0.6. A 10 µL aliquot of culture was then added to 190 µL PBS and flow cytometry was performed as described below in a Guava EasyCyte HT flow cytometer. p-Values were calculated by Fishers T-test.

### Yeast strain generation, culture, and harvesting

#### Knockout strain generation

Knockout strains were created using the BY4741 (*MAT***a** *his3∆1 leu2∆0 met15∆0 ura3∆0*) background as wild-type. DNA fragments containing 40–70 nt homology arms to the gene of interest were amplified by PCR using MX cassette plasmids as template (McCusker, 2017) and purified using a Zymo DNA Clean & Concentrator-5 kit. Yeast were then transformed using high-efficiency lithium acetate transformation (Gietz and Schiestl, 2007). Briefly, strains to be transformed were grown to saturation at 30 °C overnight in an appropriate medium (typically YPD, YPAD, or SC-Ura), then diluted to OD_600_ 0.2 in 5 mL media. Meanwhile, the transformation mixture was prepared, consisting of 33% PEG 3350, 100 mM LiAc, 0.28 mg/mL boiled salmon sperm DNA, and 1–5 µg PCR product. When cultures reached OD_600_ 0.4–0.6, they were harvested by centrifugation (3000xg, 5 min) and resuspended in the transformation mixture. Transformation mixtures were incubated at 42 °C (or 30 °C for *not5∆* strains) on a thermomixer for 40–60 min, then centrifuged briefly to collect a yeast pellet, discarding the supernatant. Finally, yeast were resuspended in 200 µL water (or media for *not5∆* strains), plated on an appropriate nonselective agar medium and incubated at 30 °C. Transformants were then streaked to single colonies on a fresh plate, and these colonies were tested for MX cassette insertion by PCR using Phire Plant Direct PCR Master Mix. Confirmed strains were later maintained as patches on selective agar medium.

#### Growth conditions

Unless noted otherwise, yeast for steady-state reporter expression measurements (by flow cytometry or northern blot) and ribosome profiling were grown to saturation in an appropriate medium lacking glucose and containing 2% galactose and 2% raffinose. Cells were then diluted to OD_600_ 0.1 and grown to OD_600_ 0.4–0.65 before being harvested according to the requirements of the particular assay to be performed.

### Flow cytometry

Cell lines to be analyzed with biological replicates were streaked to single colonies and three individual colonies were selected for outgrowth and analysis. Cells were grown in liquid culture as described above, then 500 µL of cell culture was transferred to a microcentrifuge tube and pelleted by centrifugation. Cells were washed once with PBS and then resuspended in 500 µL PBS. Flow cytometry was carried out using either a Guava EasyCyte or EasyCyte HT instrument, collecting >5000 events. Cellular debris and dead cells were excluded on the basis of forward and side scatter, and geometric means of per-cell GFP/RFP fluorescence distributions were used to calculate GFP/RFP for each replicate (Figures 1—3) or GFP/RFP ratios were calculated on an individual cell basis for plotting of distributions (Fig Figure 2—figure supplement 1E-F). For steady state measurements of GFP-OPT and GFP-CGA reporters in Figures 1C and 2A GFP/RFP ratios were further normalized to the mean of WT OPT or WT CGA replicates, respectively, to place them on a similar scale to northern blotting measurements.

### Galactose shutoff RNA half-life assay

Biological replicates of individual cell lines were grown and diluted into 200 mL cultures in SC-URA +2% Gal+2% Raf media as described above. The *not5∆* strains was typically slow growing and required longer incubations at 30 °C to reach saturation before dilution. When cultures reached OD_600_ 0.4–0.6, they were split into four 50 mL conical tube and pelleted by centrifugation (3000xg, 5 min). Cell pellets were resuspended in 15 mL total prewarmed SC-URA media without added sugar to wash out residual galactose and raffinose and pelleted again by centrifugation in a single 50 mL conical tube. Pellets were resuspended in 10 mL prewarmed SC-URA without added sugar and transferred to a 125 mL beveled flask in a shaking 30 °C incubator. Zero timepoints were taken by removing a 1 mL aliquot of culture, quickly transferring to a microcentrifuge tube and pelleting cells by a snap spin to 4,000xg. Supernatant was decanted and tubes were dropped into liquid nitrogen. To initiate GAL promotor shutoff, 1 mL 40% glucose was added to the 9 mL remaining culture to a final concentration of 4% and a timer was started. Subsequent timepoint samples were taken in a similar manner to the zero timepoint, with the time for each sample recorded at the moment it was dropped into liquid nitrogen. All samples were stored at –80 °C. Downstream RNA extraction and northern blotting proceeded as described below. Plotted replicates represent biological replicates, with the exception of *hel2∆syh1∆* minCGA replicate 4, which is a technical replicate of *hel2∆syh1∆* minCGA replicate 1.

### Steady-state reporter cell harvesting for northern blot

Cells were grown as described above in 10–15 mL. At OD_600_ 0.4–0.6 cultures were pelleted at 4 °C by centrifugation in a 14 mL culture tube, resuspended in 1 mL PBS (or residual growth media), and transferred to a microcentrifuge tube. Cells were pelleted again by centrifugation at 4 °C and supernatant was decanted. Tubes were dropped into liquid nitrogen and stored at –80 °C until RNA extraction.

### Northern blotting

#### RNA extraction

RNA was extracted from frozen cell pellets by hot acid phenol/chloroform extraction. Aliquots of 325 µL acid phenol, pH 4.5 were heated to 65 °C in microcentrifuge tubes on a thermomixer. Cell pellets were retrieved from –80 °C storage and placed on dry ice. Working quickly, individual cell pellets were resuspended in 300–320 µL lysis buffer (8.4 mM EDTA, 60 mM NaOAc pH 5.5, 1.2% SDS) by vortexing just until pellet was fully resuspended. One aliquot of preheated phenol was immediately added to the resuspended pellet and sample was placed onto a thermomixer to minimize time between pellet resuspension and cell lysis. This procedure was repeated for samples being processed in parallel, with each sample shaking at the highest setting on the thermomixer for at least 15 min. Tubes were then placed in a dry ice-ethanol bath for ~30 s to help precipitate residual SDS and centrifuged at top speed for 3 min. The top aqueous layer was placed in a new tube containing 300 µL room temperature acid phenol. Samples were vortexed several times for a total of 5 min, then centrifuged again at max speed for 30 s. The top aqueous layer was transferred to a tube containing 300 mL room temperature chloroform, vortexed several times for a total of 5 min, and centrifuged at max speed for 3 min. The aqueous phase was then transferred to a tube containing 30 µL 3.5 M NaOAc, pH 5.5. During each step of this process, particular care was taken to avoid transferring any of the organic phase or precipitate at the interface. To each RNA-NaOAc solution, 350 µL of isopropanol was added and mixed well. Tubes were placed on dry ice for at least 30 min, or stored at –80 °C overnight. Samples were spun at top speed in a microcentrifuge for 30 min and the supernatant was aspirated, taking care not to disturb the RNA pellet. Samples were centrifuged again at max speed for 5 min and any remaining supernatant was carefully removed with a 10 µL micropipette. To each RNA pellet, 30 µL of nuclease-free water was added and samples were incubated at 37 °C for 5 min on a thermomixer with gentle shaking to facilitate pellet dissolution. Tubes were then moved to ice and pipetted by hand to ensure full pellet resuspension. Finally, RNA concentrations were measured by a nanodrop spectrophotometer and samples were either used immediately for northern blotting or stored at –80 °C for subsequent use.

#### Gel and RNA preparation

A 1.2% agarose formaldehyde gel was prepared by mixing a final concentration of 1 x MOPS electrophoresis buffer, 2.4 g electrophoresis-grade agarose and water to a final volume of 192 mL in a glass 500 mL beaker. This solution was heated in a microwave to boiling and agarose dissolution, mixed, then cooled to approximately 65 °C, placing an insulating material like paper towel beneath to promote even cooling of the solution. Particular care was taken not to allow the agarose to cool further than this before formaldehyde addition, as pieces of unevenly cooled agarose can alter RNA mobility across the gel. When initial cooling was complete, 8 mL 37% formaldehyde and 8 µL ethidium bromide were added and mixed well by swirling. Gel was poured into a mold and allowed to cool fully, then submerged in formaldehyde gel running buffer (1 x MOPS buffer, 1.67% formaldehyde). Meanwhile, RNA samples were prepared by aliquoting an equal mass of total of RNA (typically 10 µg) into microcentrifuge tubes on ice containing an appropriate amount of 5 x RNA loading buffer (bromophenol blue, 4 mM EDTA, 2.66% formaldehyde, 20% glycerol, 30% formamide, 4 x MOPS buffer).

#### Gel running and transfer to membrane

RNA samples were boiled at 95 °C for 8 min, then cooled to room temp, spun briefly and loaded onto the gel. Gel was run at 100 V for ~2.5 hr. Gels were imaged on a Typhoon imager to assess RNA quality, then transferred to a Amersham Hybond N+charged nitrocellulose membrane by a BioRad Model 785 Vacuum Blotter following the manufacturer’s instructions for transferring RNA, with the alterations of prewetting the membrane with 10 x SSC only and maintaining vacuum between 10–15 inHg. Transfer proceeded for 2 hr. Following transfer, the membrane was carefully removed from the vacuum blotter and placed face up on paper towel for UV crosslinking in a Stratagene UV Stratalinker 2400 on the automatic setting (120 mJ) three times.

#### Oligonucleotide probe radiolabeling and hybridization

After crosslinking, the membrane was placed in a glass hybridization bottle with the RNA-side facing away from the glass. Approximately 15 mL Sigma Perfecthyb Plus Hybridization Buffer was added to the bottle and it was placed in a hybridization oven to prewarm for 30 min at 42 °C. Meanwhile, the appropriate oligonucleotide probe was enzymatically radiolabeled with the final reaction concentrations 1 µM oligonucleotide probe, 1 x NEB T4 PNK buffer, 3–6 µL Perkin Elmer gamma-^32^P-ATP, 25 units NEB T4 PNK in a 50 µL reaction volume. This reaction was incubated at 37 °C for 1 hr, then the probe was purified using Cytiva Microspin G-50 columns according to the manufacturer’s instructions. The entire volume of probe was then added directly to the prewarmed hybridization solution in the hybridization bottle. Membrane and radiolabeled probe were incubated at 42 °C with rotation overnight. The radioactive hybridization solution was discarded and the membrane was washed three times for 20 min each with ~15 mL low-stringency wash buffer (0.1% SDS, 2 x SSC) at 30 °C. The membrane was placed between transparency film or sheets of plastic wrap and secured into a phosphor storage screen cassette. A blanked phosphor storage screen was exposed to the radioactive membrane long enough to produce adequate exposure (typically overnight) and imaged as described below. To strip hybridized probe off of the membrane, boiling high-stringency wash buffer (0.1% SDS, 0.2 x SSC) was poured on the membrane in a hybridization bottle, incubated for 10 min at 80 °C, then discarded. The stripping procedure was repeated for a total of two washes, then secondary probing was performed. For experiments with the GFP-OPT, GFP-CGA, and GFP-NONOPT reporters, an oligonucleotide probe for GFP was used as the primary probe and a probe for RFP as the secondary probe. For experiments with minOPT, minCGA, and minNONOPT reporters, a probe for *HIS3* was used as the primary probe and a probe for the endogenous yeast 7 S RNA *SCR1* was used as the secondary probe.

#### Phosphor imaging, northern quantification, and half-life calculation

Phosphor storage screens were scanned with a typhoon imager and bands were quantified with ImageQuant TL v8.1 software using rolling ball background subtraction. For galactose shutoff experiments, intensities and timepoints for three or four replicates were fit to a single-exponential decay by least-squares fitting to estimate reporter RNA half-lives. A linear model including strain as a covariate was used to fit the data and perform pairwise comparisons using Tukey’s honest significant difference test. For steady-state reporter experiments, either reporter/control ratios (Figure 1E, Figure 2—figure supplement 1C) were plotted or raw intensity values were fit to a linear mixed model with the design formula with covariates for SCR1 or RFP intensity and knockout strain, and a random covariate for batch (i.e. individual blot). Plotted are adjusted log2(HIS3) values, which are corrected for loading and batch variation and normalized by subtraction to preserve log relationships between samples. The models were tested with pairwise comparisons using Tukey’s honest significant difference test.

### Ribosome profiling

#### Sample preparation

Ribosome profiling was carried out based on previously published protocols (McGlincy and Ingolia, 2017; Guydosh and Green, 2014; Wu et al., 2019b).

#### Culture and ribosome RNA isolation

Cultures were grown to saturation in appropriate media as described above and diluted to OD_600_ 0.1 in 1 L culture. When cells reached OD_600_ 0.4–0.6, cells were harvested by vacuum filtration and pellets were frozen in liquid nitrogen. A portion of each pellet was ground in a SPEX SamplePrep 6870 Freezer/Mill (8 cycles, 10 hz, 1 min run, 1 min cool) with 1 mL pre-frozen lysis buffer (20 mM Tris pH 8, 140 mM KCl, 5 mM MgCl_2_, 1% Triton X-100, 0.1 mg/mL cycloheximide, 0.1 mg/mL tigecycline) and thawed into 15 mL lysis buffer. Lysates were cleared by centrifugation (5 min, 3000 xg, 4 °C) and supernatants were loaded onto 3 mL sucrose cushion (20 mM Tris pH 8, 150 mM KCl, 5 mM MgCl_2_, 500 µM DTT, 1 M Sucrose) in a Ti70 ultracentrifuge rotor tube. Samples were centrifuged for 106 min at 60,000 RPM, 4 °C to pellet ribosomes. Supernatant was removed, and the ribosome pellet was rinsed once with lysis buffer excluding cycloheximide and tigecycline (drug-free lysis buffer). Pellet was resuspended by pipetting in 1 mL drug-free lysis buffer. RNA concentrations were measured by Qubit RNA High Sensitivity Assay Kit, 350 µg of RNA was added to a microcentrifuge tube, and volume was increased to at least 400 µL with drug-free lysis buffer. 5 µL Ambion RNaseI was added per 400 µL of RNA solution, and samples were incubated at 25 °C in a thermomixer shaking at 500 RPM too digest free RNA. Samples were placed on ice and 10 µL Superase•In RNase inhibitor was added and mixed to stop the RNase digestion. Sucrose gradients were prepared by a Biocomp Gradient Master (15–40% sucrose gradient containing 20 mM Tris pH 8, 150 mM KCl, 5 mM MgCl_2_, 500 µM DTT) in SW41 ultracentrifuge rotor tubes and RNase reactions were loaded in top of the gradients. Gradients were centrifuged at 40,000 RPM for 2.5 hr at 4 °C. Gradients were fractionated on a Biocomp Triax gradient fractionator and fractions containing monosomes and disomes were individually pooled and processed in the rest of the downstream protocol. RNA was extracted from samples by SDS-hot phenol/chloroform extraction and isopropanol precipitated with GlycoBlue as co-precipitant.

#### Ribosome footprint isolation and reverse transcription

RNA pellets were resuspended in 10 mM Tris pH 7.5 and RNA formamide loading dye and run on a 15% TBE-urea gel, taking care to leave empty lanes between samples to minimize cross-contamination. Monosome libraries between 15 and 35 nt (monosomes) or 40 and 70 nt (disomes) were cut out of the gel, frozen, eluted overnight in RNA extraction buffer (300 µM NaOAc pH 5.5, 1 mM EDTA pH 8, 0.25% SDS), and precipitated by isopropanol precipitation. RNA pellets were resuspended in 5 µL dephosphorylation reaction mix (7 mM Tris pH 8, 1 x NEB T4 PNK buffer, 10 units Superase•In, 5 units T4 PNK) and incubated at 37 °C for 1 hr. To these reactions, 5 µL of linker ligation mixture was added (38% PEG-8000, 1 x NEB T4 ligase buffer, 2 µM oBZ407_preA preadenylated linker, 100 units NEB T4 RNA ligase 2, truncated) and they were further incubated at 37 °C for 3 hr. Reactions were cleaned up with Zymo Oligo Clean & Concentrator kit and eluted in 10 µL nuclease free water. Samples were supplemented with 1 µL of 10 µM oBZ408 and denatured at 65 °C for 5 min, then placed on ice. To each sample, 8 µL of reverse transcription reaction was added (2.5 x Protoscript II buffer, 12.5 µM DTT, 1.25 mM dNTPs, 20 units Superase•In), samples were mixed, then 1 µL (200 U) Protoscript II reverse transcriptase was added. Samples were incubated 30–60 min at 50 °C, then RNA templates were hydrolyzed by adding 2.2 µL 1 M NaOH and incubating at 95 °C, 5 min. Samples were again purified with Zymo Oligo Clean & Concentrator kit and eluted in 5 µL nuclease free water.

#### Ribosomal RNA depletion

A biotinylated subtraction oligo pool from Guydosh and Green, 2014, Cell was prepared as in that publication. To each sample, 1 µL of subtraction oligo pool, 1 µL of 20 x SSC, and 2 µL water was added. Oligos were annealed in a thermocycler, denaturing 90 s at 100 °C, then dropping 0.1 °C/s to 37 °C and incubating 15 min. MyOne Streptavidin C1 magnetic beads were prepared for RNA binding per the manufacturers protocol and annealed oligo solutions were transferred to the beads. Solutions were incubated for 15 min at 37 °C, beads were pelleted and supernatants were transferred to new tubes. Samples were cleaned up using Zymo Oligo Clean & Concentrator kit and eluted in 6 µL nuclease free water.

#### Final sequencing library preparation

Loading dye was added to samples, and they were run on a 10% TBE-urea gel. With the aid of marker oligos, appropriate sizes were cut out from the gel for each sample and DNA was extracted from gel slices as before with DNA extraction buffer (300 µM NaOAc pH 5.5, 1 mM EDTA pH 8, 10 mM Tris pH8). DNA was isopropanol precipitated, resuspended in 20 µL circularization reaction mix (7.75 mM Tris pH 8, 1 x Epicentre CircLigase buffer, 50 µM ATP, 2.5 mM MnCl_2_, 50 units CircLigase), incubated at 60 °C for 2 hr and 80 °C for 10 min. Relative cDNA library abundances were tested by qPCR with BioRad iTaq Universal SYBR Green Supermix to identify an appropriate number of PCR amplification cycles for each library. PCR reactions were then performed for the determined number of cycles to introduce sequencing barcodes and amplify libraries (1 x Phusion HF buffer, 200 µM dNTPs, 0.5 µM oBZ287 universal forward PCR primer, 1 µM reverse barcode PCR primer, 7.5% v/v cDNA template, 1 unit Phusion polymerase). Samples were mixed with loading dye and loaded on an 8% TBE PAGE gel. Gel was run 60 min, 200 V and each library was cut from the gel, frozen, and extracted from the gel slice as above using DNA gel extraction buffer. Libraries were isopropanol precipitated, resuspended in 6 µL 10 mM Tris pH 8, and assessed for quality and concentration using an Agilent BioAnalyzer 2100 High Sensitivity DNA assay. Libraries were pooled and sequenced at the Johns Hopkins University Genetic Resources Core Facility on an Illumina NovaSeq 6000 instrument.

#### Data processing

Reads from raw FASTQ files were trimmed and aligned using a custom Python script to run software from the BBtools suite (https://jgi.doe.gov/data-and-tools/bbtools/) and the STAR aligner (Dobin et al., 2013). Subsequent analyses were performed by custom Python scripts. Briefly, reads on start codons from all genes in monosome libraries were used to calculate distances from the 5’ end of a read to the ribosomal A site (17 nt for monosomes, 50 nt for disomes). Reads per million mapped reads (RPMs) were calculated at each position of the reporter RNAs by dividing the number of A site shifted 5’ ends at a given position by the total number of reads mapped to the genome (not including those that mapped to ncRNA). Reads with lengths 19–26 nt were considered part of the 21-mer population and reads with lengths 27–35 nt were considered part of the 28-mer population. Ratios of 21-mers/28-mers were calculated by dividing read numbers of 21-mers on the reporter (excluding the FLAG tag, five codons upstream of the top codon and the common binding region of the northern blotting probe) by read numbers of 28-mers on the reporter and normalizing to the 21-mer/28-mer ratio for all genes in a sample (Figure 5E). Ratios of 21-mers/28-mers in the CGA region of the minCGA reporter were calculated by re-aligning unaligned reads allowing multimapping (STAR option --outFilterMultimapNmax 999), then excluding any reads outside the CGA region and counting each unique read only once.

### Gene set enrichment analysis (GSEA)

Using data from the GFP-CGA screen ranked by per-plate Z-score without LOESS normalization, ranked GSEA was performed using the GSEApy library for Python, querying the GO Biological Process annotation (GSEApy, 2022; Xie et al., 2021; Subramanian et al., 2005). The top five most enriched terms in each direction were selected for plotting. Full results are available in the supplemental files.

### Affinity purification-mass spectrometry (AP-MS)

TAP-tagged Syh1 and Smy2 strains were purchased from Dharmacon and grown as described above. TAP tag purifications were performed as previously published (Amberg et al., 2006) replacing NP-40 for Triton X-100 and excluding TCA precipitation. Samples were submitted to the Johns Hopkins University Mass Spectrometry and Proteomics Core facility and processed by facility personnel as follows. Samples were reduced with DTT, alkylated with iodoacetamide and FASP digested on a 30 kDa filter with 10 ng/µl trypsin in 25 mM TEAB at 37 ° C overnight. Peptides were step-fractionated by basic reverse phase chromatography on a µ-HLB Oasis plate. Samples were loaded in 0.1% TFA, eluted with 10 mM TEAB containing 5, 15, 20, 25, or 50% acetonitrile and fractions were dried. Each fraction was reconstituted in 2% acetonitrile and 0.1% formic acid and injected for MS/MS.

Raw data produced by the core facility was analyzed by MaxQuant (Tyanova et al., 2016) searching against the UniProt yeast database and LFQ values for identified proteins were calculated without imputation, combining data from all fractions of each sample.

### Multiple sequence alignment

Structure-aware multiple sequence alignment for human GIGYF1 (NCBI accession: O75420.2), GIGYF2 (NCBI accession: Q6Y7W6.1), and yeast Syh1 (NCBI accession: NP_015220.1) and Smy2 (NCBI accession: NP_015220.1) was performed by T-Coffee Expresso (Notredame et al., 2000). An additional alignment was performed by EMBL-EBI MUSCLE (https://www.ebi.ac.uk/Tools/msa/muscle) to independently verify alignment results. T-Coffee Expresso alignment results were processed with ESPript 3.0 (Robert and Gouet, 2014) and output was included as Figure 2—figure supplement 1G. Regions corresponding to the DDX6 binding motif identified in Weber et al., 2020 were shaded.

### Data availability

Ribo-seq data is available in the NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) database with the accession GSE189404. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2017) partner repository with the dataset identifier PXD030076. Code to process sequencing data is available at https://github.com/greenlabjhmi/2022_syh1/, (copy archived at swh:1:rev:2f26e680e06d11fd517105d52f19005f00b5c7af; Veltri, 2022).

## Data Availability

Ribo-seq data is available in the NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) database with the accession GSE189404. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al. 2019) partner repository with the dataset identifier PXD030076. Code to process sequencing data is available at https://github.com/greenlabjhmi/2022_syh1/, (copy archived at swh:1:rev:2f26e680e06d11fd517105d52f19005f00b5c7af). The following datasets were generated: VeltriAJ GreenR 2021Distinct ribosome states trigger diverse mRNA quality control pathwaysNCBI Gene Expression OmnibusGSE189404 VeltriAJ GreenR 2021Distinct ribosome states trigger diverse mRNA quality control pathwaysPRIDEPXD030076

How the deposited data were processed for this re-analysis (not part of the article)

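Ribosome profiling of 3 reporter mRNAs in yeast was analysed from 22 libraries in 9 conditions, 14 of monosomes and 8 of disomes. Monosome footprints were selected by the authors at 15 to 35 nt and disome footprints at 40 to 70 nt. The authors trimmed reads with BBtools and aligned them with STAR, and the text of the methods names no versions and no genome build. The deposited values are RPM at each nt of a reporter, which the authors made by dividing the A-site shifted 5' ends at that nt by the reads mapped to the genome without ncRNA. The offsets were 17 nt for monosomes and 50 nt for disomes. Replicates are in separate columns, and all 22 were used.

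The values keep the depth of the libraries. In each library 100% of the values above 0 were whole multiples of the smallest value to within 0.001 reads, which gave the library totals. Totals ranged from 4745508 to 18489168 reads for monosomes and from 212522 to 1052355 for disomes. In the WT minCGA disome libraries 166 and 243 reads lay in the downstream window, so single positions there rest on few reads. Replicates of a condition differed by more than counting noise in every condition, with a chi-square per degree of freedom of at least 2.29, so no library was counted as a copy of another.

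Positions were counted from 1 at the first nt of each reporter. In monosomes the start codon peak lay 2 to 4 nt past the codon, and the stop codon peak lay 1 or 2 nt past it in all but 2 libraries, where it lay 1 and 6 nt before the codon's last nt. In disomes the start codon peaks held few reads and both peaks varied more. The leading frame was not the same in all libraries, so positions are exact only to about a codon. The HIS3 part of the reporters was matched to the R64 genome. Before the data were examined, the windows, the tests and most alternatives were fixed, as was the rule for the codons named. The rule takes the 3 codons with the largest log2 fold change in each direction among those past an adjusted p of 0.05, with the features the paper names and the highest position of each library.

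Region measures were computed per library and compared with two-sided exact permutation tests in scipy 1.17.1, with Benjamini-Hochberg adjustment over the 11 tests. With 2 or 3 libraries against 2 or 3 this test cannot reach 0.05, and a p at the smallest value its group sizes allow does not measure the size of a difference. The downstream to upstream ratio used means of RPM per nt without a pseudocount. Periodicity was the mean autocorrelation at 27 to 33 nt minus that at 12 to 18 nt over 300 nt, without centring, for which a flat trace gives -0.05. Evenness used the coefficient of variation or the share of the busiest 10% of codons, with the FLAG tag, the last 5 codons and the probe region left out. Codons were compared with limma 3.58.1 (R 4.3.3, empirical Bayes with a trend) on log2(RPM per codon + 0.5), since RPM are not counts. As an alternative, edgeR 4.0.16 was run on the recovered reads with its quasi-likelihood test, and it called 141 codons for hel2∆ and 15 for syh1∆ in monosomes. Other calculations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

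The codon comparison was tested on simulated data, with 60 of 241 codons changed by a log2 of 2. limma recovered 88.3% of them for the hel2∆ monosome design at a dispersion of 0.02 and 70.0% at 0.2. For syh1∆ it recovered 83.3% and 48.3%. For the disome design of 2 libraries against 2 it recovered 35.0% and 0%, where edgeR recovered 51.7% and 28.3%. In that design at 0.02, 12.5% of the limma calls were at unchanged codons. Both dispersions were set and not estimated from these libraries, so the recovered shares may overstate the power at codons that vary more. The region measures were tested on simulated traces as well. That test showed that the periodicity measure of a flat trace is not 0, and the flat value is given beside the measured values for this reason.

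Whether same-numbered libraries belong together was checked from the correlation of their deviations from the group means over codons. For hel2∆ and WT monosomes it was 0.296, 0.645 and 0.570, so these numbers pair the samples. It was -0.0881, -0.177 and 0.134 for syh1∆ and WT. The comparisons were therefore also made with the replicate number as a block. Other alternatives changed the windows, the pseudocount, the averaging, the form of the autocorrelation, the filter on low codons and the scaling, and left out each library in turn. The 21-mer to 28-mer ratios were left out because the deposited traces hold all footprint lengths together, and multiply aligned reads within the repeats are not in them.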

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

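The tests of RNA fragments without a ribosome and of the encoded amino acids were chosen only after the results were seen.

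Disome RPM were present past the stop codon of minCGA, in a region the paper does not analyse. Between 831 and 864 the 4 minCGA disome libraries, 2 of WT and 2 of hel2∆, had between 1.05 and 2.59 RPM per nt, from 25 to 38 reads each. The monosome libraries of the same strains and reporter had at most 0.0334 RPM per nt there, which is what drew attention to it. From 865 to the end of the mRNA the disome mean was 0.634% of that directly past the stop codon. RNA that no ribosome protects would have gone on at a similar level through the 3' UTR, so the tables argue against it. Footprints of single ribosomes in the disome libraries are a candidate explanation, since an offset of 50 nt in place of 17 nt would place them 33 nt too far downstream. The monosome trace was moved along the disome trace between 527 and 805, downstream of the repeats. In 4 of 4 minCGA disome libraries the highest correlation lay at exactly 33 nt, with r from 0.332 to 0.521 over positions, which are not independent replicates. At a displacement of 0 nt r was at most 0.163. The same displacement was found in the 4 disome libraries of minOPT and minNONOPT. The result is consistent with 5' ends shared by both kinds of library. It leaves open whether these come from single ribosomes or from a preference of the nuclease or the ligation for certain 5' ends, because the footprint lengths are not in the deposited values. The preference for certain 5' ends was not tested. The test covers the region downstream of the repeats only, where the WT disome libraries had 129 and 201 reads, and says nothing about the disomes upstream. No biological explanation was tested.

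On minNONOPT, 2 adjacent codons held a large share of the disome RPM, a site the paper does not discuss. Codons 78 and 79 took 18.6% and 10.6% of the ORF's disome RPM in the 2 libraries. In minOPT, which encodes the same amino acids, the same codons took at most 1.64%, so the amino acids alone do not account for the peak. The other 12 GCG codons of minNONOPT lay at a median of 1.31 times the median codon and at most at 4.07 times. Codons 78 and 79 lay at 25.5 times, which argues against the GCG codon alone if GCG is in the A site. Positions are exact only to about a codon, and the preceding codon, CTG, was not tested in this way. Reads shared with the genome were tested from the 46 words of 21 nt in the footprint region, of which 0 occur in R64. The monosomes had their busiest codon at codon 78 in 3 of 3 minNONOPT libraries, with 3.35% to 4.16% of the ORF's RPM in codons 78 and 79. A slow neighbouring codon stays open, since it was not tested. What also stays open is a slow site made by this codon in its context, or a preference of the library preparation for this sequence. The design could not test these last explanations, since no other reporter carries the sequence.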

How the results depend on the processing

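The whole-reporter search for the highest disome position, the periodicity window through the last CGA codon, the codon bins moved by 2 nt, the replicate block for WT minCGA against minOPT, the crossed pairing of disomes and the ratio without the first 13 codons of the downstream window were chosen after seeing the data. Over 15 results, 158 alternatives gave a value, and 129 of them stayed on the same side and within the replicate SD or within 1.5 times the count. Of the other alternatives, 4 reversed a direction and the rest changed a size or a count. Among the 129 are replicate blocks of region measures with groups of equal size, whose value could not move. Unless a cause is given, the cause was not tested. The planned 21-mer to 28-mer ratios and their alternatives were not run, because the deposited traces do not separate the lengths.

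With the median over codons, 0.5 RPM was added to each median. The log2 change of the downstream to upstream ratio was then -5.39 for minCGA against minOPT, 2.50 for hel2∆ and 0.33 for syh1∆. With the first 13 codons of the downstream window left out it was 0.67 for syh1∆, and it stayed within the replicate SD in the other comparisons. A pseudocount of 0.1 RPM per nt moved the first to -5.97, as a constant added to the low downstream mean must. Dividing by the mean monosome RPM gave log2 differences of 6.15 for the highest disome position and 5.59 for the upstream disome mean. The whole reporter searched gave 3.22 for the highest position, and the last 150 nt before the repeats gave 3.93 for the mean. The disome periodicity difference of hel2∆ was -0.355 with centring and -0.0851 on log2(RPM + 0.5) with centring. It was -0.185 with wider displacements and -0.381 with the window through the last CGA codon. In monosomes, centring gave -0.265 for hel2∆. The syh1∆ periodicity difference reversed to 0.0501 on log2(RPM + 0.5) with centring. The evenness difference of minNONOPT monosomes reversed to -0.0607 with the Gini coefficient. With all 12 CGA codons, the log2 ratio over the repeats was 0.26.

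With each library left out in turn, the log2 change of the ratio ran from -6.68 to -6.25 for minCGA against minOPT, from 2.81 to 3.65 for hel2∆ and from 0.80 to 1.22 for syh1∆. The highest disome position ran from 3.55 to 4.08 and the upstream disome mean from 2.75 to 3.74. Periodicity differences ran from -0.298 to -0.215 in hel2∆ disomes, from -0.203 to -0.131 in hel2∆ monosomes and from -0.0923 to -0.0203 in syh1∆ monosomes. Evenness ran from -0.00770 to 0.130 for minNONOPT monosomes, where the sign reversed without minNONOPT replicate 1 (-0.00770) and without minOPT replicate 2 (-0.00541), and from -1.03 to -0.69 for disomes. The downstream frame difference ran from -5.36 to -1.04 percentage points, and the ratio at the first CGA codons from 1.21 to 1.92.

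The number of changed codons ran from 133 to 148 in hel2∆ monosomes, against 141 with all libraries. In syh1∆ it ran from 2 to 20, against 21. It was 2 without syh1∆ replicate 1, 2 without syh1∆ replicate 2, 7 without syh1∆ replicate 3 and 9 without WT replicate 2, so the count depends on single libraries. By edgeR the syh1∆ calls were 10 higher and 5 lower, against 20 and 1 by limma, and relative to the upstream window 15 were higher and 0 lower. In disomes limma called 0 codons, but 7 with a pseudocount of 0.1 RPM, and edgeR called 13. The disome count ran from 1 to 10 with a library left out, 10 and 9 without hel2∆ replicates 1 and 2, all higher in hel2∆, and 1 and 5 without WT replicates 1 and 2, all lower. In these fits an arm has a single library, which is assumed to vary like the other group. Of the named codons 0 reversed under 130 alternatives, and 30 of these alternatives lost a call.

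With the replicate number as a block, the log2 change of the ratio was -6.68 for minCGA against minOPT over 2 pairs, and 3.29 for hel2∆ and 1.00 for syh1∆ with 3 of 3 pairs in the same direction. With the block, the differences of the disome measures were 3.81, 3.25 and -0.256. Those of monosome periodicity were -0.168 for hel2∆ and -0.0571 for syh1∆. Evenness was 0.09 and -0.86, and the frame difference was -3.34. Between groups of equal size, the mean over pairs is the difference of the group means. Only the -6.68 and the 0.09 could therefore move, and the other region values are no check. In the codon fits the block called 161 codons in hel2∆ monosomes, 15 in syh1∆ monosomes and 0 in hel2∆ disomes. Codon 51 in syh1∆ lost its call while the other named codons stayed past the threshold. The syh1∆ and WT libraries share only a number. Same-numbered disome libraries of hel2∆ and WT had a correlation of deviations of -0.117, and the crossed pairing called 0 codons as well. Depth limits the downstream disome values, with 166 reads in the smaller WT minCGA window.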

Differences from the paper's values

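The autocorrelation of disomes at its first peak on WT minCGA was 0.397 ± 0.0617 (SD, n = 2), where the paper's trace reaches about 0.6 in Fig. 5C, read by eye. The paper's text gives neither the formula nor the exact window. Of the alternatives set before the data were examined, none fell within the replicate SD of the paper's value. They gave 0.330 with centring, 0.660 on log2(RPM + 0.5) with centring and 0.388 with the last 150 nt. The value was 0.481 with RPM capped at the 99th percentile, 0.353 for replicate 1 alone and 0.441 for replicate 2 alone. The value on log2 RPM lay at 20 nt, the edge of the search, and is not a peak. A window through the last CGA codon, chosen after seeing the values, gave 0.562 ± 0.0467, which lies within an SD of the paper's value.

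The autocorrelation of disomes at 30 nt on hel2∆ minCGA was 0.338 ± 0.0393 (SD, n = 2), where the paper's trace shows about 0.4 in Fig. 5C, read by eye. The paper's value was within the replicate SD with RPM capped at the 99th percentile, at 0.378, and for replicate 1 alone, at 0.365. It was not with centring (0.133), on log2(RPM + 0.5) with centring (0.537), with the last 150 nt (0.327) or for replicate 2 alone (0.310). With the window through the last CGA codon, chosen after seeing the values, it was 0.387.

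The paper describes monosomes in syh1∆ as largely keeping their periodic pattern. The mean contrast in syh1∆ was -0.0391, near the -0.05 of a flat trace, while its difference from WT of -0.0571 was about the size of the replicate SD. By single displacements, the autocorrelation in syh1∆ fell from 0.423 at 30 nt to 0.341 at 45 nt and rose to 0.445 at 60 nt, as it did in WT (0.397, 0.262 and 0.409), and each syh1∆ library showed this fall and rise. The means in hel2∆ also fell and rose (0.421, 0.373 and 0.418), so the fall and rise alone do not separate the strains. The contrast misses part of the syh1∆ pattern, whose highest value between 20 and 40 nt lay at 24 nt. This limit is shared by hel2∆, with highest values at 21, 21 and 24 nt, while in WT they lay at 35, 30 and 33 nt.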

Other observations

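The tests of library size for the first codons and of a library batch in syh1∆ were chosen only after the results were seen.

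Monosome RPM over the first 10 codons of minCGA were 172 ± 73.8 (SD, n = 3) in hel2∆ and 400.4 ± 197 in WT, a log2 change of -1.16 (two-sided exact permutation test, p = 0.2, where 3 against 3 allow 0.1). The strains overlap, but hel2∆ was lower in each same-numbered pair, by log2 values of -1.69, -0.89 and -0.89. In syh1∆ the value was 770 ± 103, a log2 change of 1.09 (exact permutation p = 0.1). A difference in library size or normalization would move the upstream window alike. It changed by 0.25 in hel2∆, with changes of 0.55, -0.01 and 0.20 in the pairs, which argues against it. A factor common to a whole library could not lower the first codons and leave the upstream window about level or higher, as in these pairs. With 3 pairs and the spread between WT libraries, the size of the fall in hel2∆ stays uncertain.

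A position of the upstream monosomes farther from the repeats in hel2∆ was looked for and was not found. The median distance of upstream RPM to the repeats was 80.3 ± 1.53 nt (SD, n = 3) in hel2∆ and 106 ± 27.1 nt in WT, so it was nearer in hel2∆ (exact permutation p = 0.1, two-sided, the smallest for 3 against 3), by less than the SD of WT. Thinned to 26837 upstream reads per library, the difference was -25.7 nt against -25.3 nt with all reads. Thinning at this depth hardly moves a median, so this test does not decide whether sequencing depth plays a part. In disomes the distance was 69.0 ± 7.07 nt in hel2∆ and 59.0 ± 14.1 nt in WT (SD, n = 2 each), within the spread.

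It was asked whether ribosomes that pass the repeats in hel2∆ leave the reading frame more often than in WT. The share of downstream monosome RPM in the frame that leads upstream was 40.4% ± 4.15 in hel2∆ and 43.7% ± 4.34 in WT (SD, n = 3 each), a difference of -3.34 percentage points (two-sided exact permutation test, p = 0.5, adjusted p 0.55, where 0.1 is the smallest). The strains overlap, and the difference is smaller than the SD of either. Within same-numbered pairs hel2∆ was lower in 3 of 3, by a mean of -3.34 points with an SD of 0.850 between pairs, where a sign permutation test of 3 pairs allows no p under 0.25. In the pair of replicates 3 the leading frame itself differed between the strains. The paired difference exceeds the spread between pairs and the unpaired one does not, so the question is left open.

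The count of codons changed in syh1∆ monosomes may reflect a library batch. The lowest correlation over codons between syh1∆ replicates was 0.976, and same-numbered syh1∆ and WT libraries did not deviate together. No label gives a batch and each strain was its own group, so a batch and the deletion cannot be told apart. As to chance, the 6 libraries of each comparison can be split in 10 ways. For hel2∆, 1 of 10 splits, the real one, gave as many changed codons, and the largest other split gave 24. For syh1∆ it was also 1 of 10, and the largest other split gave 0. As 10 splits cannot give a share under 0.05, chance cannot be excluded by this count. The 2 groups did not overlap at 141 codons (58.5%) for hel2∆ and at 56 codons (23.2%) for syh1∆, where chance gives 10%.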
